# The Chromosomal High-Affinity Binding Sites for the *Drosophila* Dosage Compensation Complex

**DOI:** 10.1371/journal.pgen.1000302

**Published:** 2008-12-12

**Authors:** Tobias Straub, Charlotte Grimaud, Gregor D. Gilfillan, Angelika Mitterweger, Peter B. Becker

## Abstract

Dosage compensation in male *Drosophila* relies on the X chromosome–specific recruitment of a chromatin-modifying machinery, the dosage compensation complex (DCC). The principles that assure selective targeting of the DCC are unknown. According to a prevalent model, X chromosome targeting is initiated by recruitment of the DCC core components, MSL1 and MSL2, to a limited number of so-called “high-affinity sites” (HAS). Only very few such sites are known at the DNA sequence level, which has precluded the definition of DCC targeting principles. Combining RNA interference against DCC subunits, limited crosslinking, and chromatin immunoprecipitation coupled to probing high-resolution DNA microarrays, we identified a set of 131 HAS for MSL1 and MSL2 and confirmed their properties by various means. The HAS sites are distributed all over the X chromosome and are functionally important, since the extent of dosage compensation of a given gene and its proximity to a HAS are positively correlated. The sites are mainly located on non-coding parts of genes and predominantly map to regions that are devoid of nucleosomes. In contrast, the bulk of DCC binding is in coding regions and is marked by histone H3K36 methylation. Within the HAS, repetitive DNA sequences mainly based on GA and CA dinucleotides are enriched. Interestingly, DCC subcomplexes bind a small number of autosomal locations with similar features.

## Author Summary

In sexually dimorphic species, unequal distribution of sex chromosomes requires adjustment of gene expression levels between the sexes. Male flies enhance transcription from the single X chromosome to meet the levels in females (XX). The specific recognition of sex chromosomes is a crucial step in this dosage compensation process. Intuitively, one might assume that sex chromosomes harbor distinct DNA sequence motifs for recruitment of the modulating machinery; however, no clearly defined motifs capable of fulfilling this role have yet been found. One explanation for this shortcoming could be our failure to date to identify a sufficiently large set of sites that serve as specific docking stations. In the following study, we have systematically mapped the strongest recruitment sites of the *Drosophila* dosage compensation complex (DCC) and identified shared sequence elements. The closer a gene resides to one of these sites the more robust is regulation by the DCC, which documents the function of our inventory of high-affinity binding sites.

## Introduction

Genes residing on the single X chromosome in male *Drosophila* flies are transcribed at elevated rates to match the expression levels of the two X chromosomes in female cells. Transcriptional tuning in male cells depends on the activity of a ribonucleoprotein complex, the dosage compensation complex (DCC, also referred to as MSL [male-specific lethal] complex, reviewed in [1],[2]). Formation of DCC is male-specific due to the expression of the key subunit MSL2, which in turn drives the expression of the non-coding RNA components of the DCC, the roX (RNA on the X) RNAs [3],[4]. The complex associates almost exclusively with the X chromosome, which explains the selective activation of X chromosomal genes. This is at least in part due to the acetylation of lysine 16 of histone H4 (H4K16) by the histone acetyltransferase (HAT) MOF, an integral subunit of the DCC [5]. This modification may directly lead to unfolding of the chromatin fiber [6] or indirectly counteract factors that promote the formation of repressive chromatin [7],[8] rendering chromatin more permissive to the progress of transcription.

The phenomenon of dosage compensation allows the study of general principles of transcriptional fine-tuning and chromosome-wide regulation. A key question is how the DCC is recruited specifically to the X chromosome. High-resolution mapping demonstrated that the complex targets transcriptionally active regions on the X chromosome with a preference for coding sequences [9],[10]. The DCC distribution pattern cannot be easily explained by a single targeting principle, but presumably results from the successive application of two or more distinct principles. Early genetic experiments led to a concept that assumes the existence of a relatively small number of X chromosome-specific primary recruitment or chromosomal ‘entry’ sites (CES) for the DCC, from which the complex would ‘spread’ to the bulk of chromosomal binding sites that differ qualitatively from the entry sites [11],[12]. Entry sites could, for example, be defined by a particular DNA sequence element, whereas features of active chromatin combined with proximity to entry sites would be a hallmark of secondary sites. Subsequent studies disputed whether DCC binding sites should be sorted into categories defined by different recruitment principles, or whether all targeting could be explained by a single principle (e.g. DNA sequence) that was applied to define sites of higher or lower affinity [13],[14],[15],[16]. Independent of whether primary recruitment sites differ from the bulk of DCC binding sites in quality or by a quantitative feature, they attract the DCC under stringent conditions. For example, DCC is recruited to high-affinity sites (HAS) even if they are removed from the X chromosomal context and inserted on an autosome, or at low levels of DCC (genetically achieved through expression of low amounts of MSL2) [16],[17], or if the integral DCC subunits MSL3, MLE, MOF or the roX RNAs are absent [18],[19],[20]. Under the latter circumstances binding sites are demarcated by binding of a sub-complex consisting of only MSL1 and MSL2 [19]. Evidently, distribution of DCC to sites of supposedly lower affinity depends on MOF, MSL3, MLE and the roX RNAs.

More recently, Kuroda and colleagues obtained additional support for the concept that primary and secondary DCC binding sites are defined by different principles by showing that the binding to active chromatin in the vicinity of primary targeting sites is not X-specific [21]. Insertion of a *roX* gene in an autosome leads to extended ‘spreading’ of the DCC over the neighboring chromatin (both *roX* genes contain a HAS [11],[22]). Under these circumstances, the DCC associated with transcribed sequences on autosomes like it normally does on the X chromosome. Recruitment of DCC was suggested to involve binding to methylated histone H3 at lysine 36 (H3K36me3), a modification that is placed by histone methyltransferases associated with elongating RNA polymerase II (pol II) and hence marks sites of active transcription [21].

X chromosome-specific targeting may, therefore, be encoded by primary targeting sites. So far, just a few DNA elements that robustly fulfill the criteria for a primary targeting site have been characterized at the DNA sequence level. These include sites within the roX genes [22],[23], the Smr and Tao-1 genes [13] as well as a site that maps to cytological position 18D [15]. Due to this limited number, a defining feature with predictive value could not be extracted, although the presence of multiple distinct DNA sequence elements has been correlated with HAS [22],[24]. Strikingly, low complexity sequence elements such as GA- and CA-based dinucleotide repeats as well as runs of adenines have repeatedly been noted in these analyses [10],[13],[24]. Dissection of HAS DNA has yielded sub-fragments that retain limited binding activity. We therefore suggested that primary targeting is based on the local clustering of distinct sequence motifs [13],[24].

Progress on HAS definition requires moving the analysis from the anecdotal to the systematic level. We therefore mapped all DCC binding sites with highest affinities on a chromosome-wide scale by combining chromatin immunoprecipitation (ChIP) with probing of high-resolution DNA tiling arrays (ChIP-on-chip) under conditions where sites of higher affinity are preferentially visualized. This strategy not only allowed the generation of a sufficiently large training set for sequence analysis, but at the same time provided a means to directly compare the high affinity binding pattern with several chromatin features that have already been mapped along the *Drosophila* male X chromosome.

## Results

We followed two complementary strategies for filtering the DCC binding sites with highest affinity from the chromosome-wide binding profile. 

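ChIP with an antibody against MSL1 or MSL2 was done in SL2 cells, a male Drosophila cell line, and IP and input DNA were hybridized together to 2-colour NimbleGen tiling arrays. MSL1 was profiled in untreated cells (n = 4 arrays), after RNAi against MLE, MSL3 or the control sequence GST at high formaldehyde (n = 2 each), and after RNAi against MOF or GST at low formaldehyde (n = 3 each). MSL2 was profiled at high and at low formaldehyde (n = 2 each). High formaldehyde (FA) stands for 1% formaldehyde for 60 min and low FA for 0.1% for 10 min, and RNAi was applied for 7 days. Each of the 20 arrays measured 384688 probes, of which 174801 lie on the X chromosome and 209887 on chromosome arms 2L, 2R, 3L and 3R, with a median spacing of 86 bases on X. Positions are those of genome build dm2.
The authors deposited the scanner intensity of each dye for every array and a table of log2 ratios. From the intensities, the log2 enrichment ratio (IP/Input) of each probe was computed according to the dye of the IP and centred on the median of its array. The median IP signal was 3.93 to 29.4 times, and the median input signal 4.81 to 23.4 times, that of the 4673 probes of random sequence, and 92.2 to 99.6% of the probes lay above the 95% quantile of the random probes in the IP. The mean ratio of a probe in each condition was turned into a moderated t statistic by limma, fitted to all 20 arrays, and a probe was counted as bound where a 2-state hidden Markov model (HMM) gave the bound state a posterior probability above 0.5. MSL1 target windows are the 6240 windows of 1 kb on X with at least 5 probes in which at least 80% of the probes were bound by MSL1 in untreated cells, whose arrays are not part of the RNAi and FA comparisons tested.
The IP carried Cy5 on some arrays and Cy3 on others. Between arrays of the same condition, the median correlation of the probes' ratios was 0.733 over 12 pairs with the same IP dye and 0.227 over 5 pairs with opposite dyes. The files were written on 9 different days, and no day holds MSL1 arrays of both untreated and RNAi-treated cells. Separate biological replicates are stated for MSL1 in untreated cells alone, so all p-values measure only the spread between these arrays.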

First, we attempted to reproduce in male tissue culture cells the conditions that lead to selective visualization of HAS on polytene chromosomes in mutant larvae, where MSL1 and MSL2 interact selectively with HAS in the absence of MSL3, MLE or MOF [13],[18],[19]. Towards this goal we reduced the levels of these factors in the male *Drosophila* cell line SL2 by RNA interference (RNAi) and monitored the residual interaction of MSL1 or MSL2 (genetic studies have established the mutual interdependence of these two subunits for their interactions with the bulk of X chromosomal sites [19]). The second strategy followed the idea that HAS should, on average, show a higher occupancy by DCC and hence should be selectively obtained by ChIP if the extent of formaldehyde crosslinking was reduced. Lower levels of crosslinking should also reveal sites of more intimate contact of MSL proteins with DNA. Reassuringly, both strategies led to a similar alteration of the MSL binding pattern with enhanced peaks along all previously known HAS. 

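The change of MSL2 binding from high to low FA and the change of MSL1 binding after RNAi were set side by side over the MSL1 target windows. Windows that lost more MSL2 at low FA also tended to lose more MSL1 after RNAi against MOF, the histone acetyltransferase of the complex (Pearson r = 0.279, Spearman rho = 0.305). For MSL3 RNAi the relation was weaker (r = 0.145, rho = 0.178), and for MLE RNAi it was negative (r = -0.126, rho = -0.0782). The change of MSL1 at low against high FA, both after GST RNAi, was also negatively related to that of MSL2 (r = -0.159, rho = -0.156). These correlations run across windows of the chromosome, which are not independent replicates, so the p-value was taken from 1000 circular shifts of one profile along the other (2-sided permutation). For each of the 4 correlations it was p = 0.001, the smallest value that these shifts allow, and 0.001 after Benjamini-Hochberg adjustment.
With each array left out in turn, r for MOF RNAi stayed between 0.199 and 0.328. It was 0.0610 for MLE RNAi without replicate 1 of MSL2 at high FA, -0.00628 for MSL3 RNAi without replicate 2 of MSL3 RNAi, and 0.0202 for MSL1 at low FA without replicate 2 of MSL2 at low FA, so the direction of these 3 rests on single arrays. No day holds MSL2 arrays of both FA levels, so the relations cannot be given within a day. Both MSL2 arrays at low FA share a day with both GST RNAi arrays at high FA. Replicate 1 of MSL2 at high FA shares a day with replicate 1 of MLE and of MSL3 RNAi. A difference between these days would enter the MSL2 change and the changes against GST RNAi at high FA with opposite signs. Circular shifts cannot remove it.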

The combined data should therefore help to define an inventory of sites with similar properties.

### Coding Sequences Have the Least Affinity for the DCC

We lowered the levels of MSL3, MLE and MOF in SL2 cells by RNAi and mapped the residual binding pattern of the DCC core components MSL1 and MSL2 by ChIP-on-chip. All knock-down experiments were controlled for non-specific effects by a parallel RNAi treatment with an irrelevant dsRNA (which corresponds to glutathione-S-transferase (GST) sequences: ‘GST RNAi’). After 7 days of treatment with double-stranded (ds) RNA we achieved approx. 90% depletion of the target proteins as compared to the RNAi GST control (Figures 1A & B). Removal of MLE also led to reduction of MSL3 levels. Furthermore, RNAi-mediated depletion of MLE, MSL3 and MOF resulted in a substantial reduction of MSL1 to as little as 20%, indicating a global destabilization of the complex (Figure 1C). A similar drop in protein levels was observed for MSL2 (not shown). These circumstances should further facilitate selecting binding sites of only the highest affinity.

**Figure 1:**
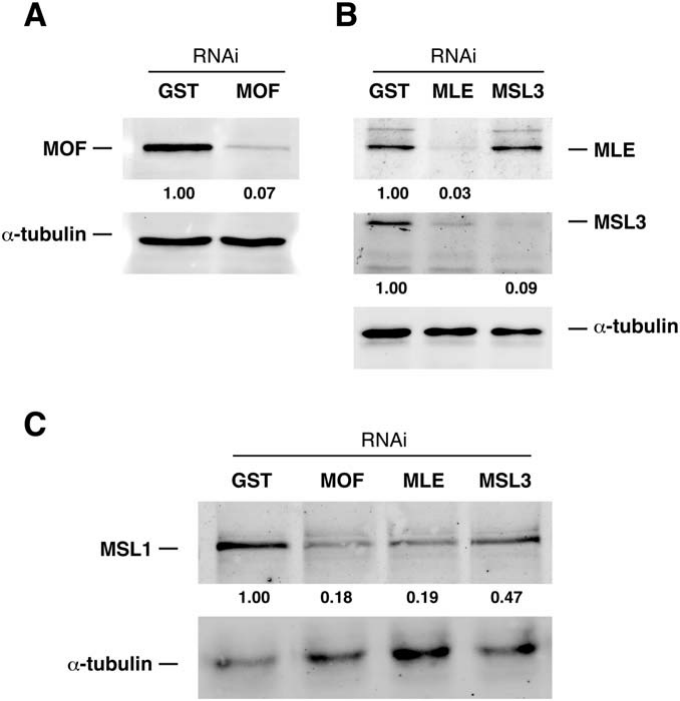
Confirmation of RNAi target depletion by western blotting. Effect of (A) MOF RNAi on MOF and (B) MLE and MSL3 RNAi on corresponding protein levels. Relative amounts of target protein after interference normalized to α-tubulin are indicated. C) Effect of RNAi on MSL1 protein levels. Relative amounts of MSL1 are indicated.

In flies a genetic knockout of MLE or MSL3 leads to the most pronounced reduction of MSL1-MSL2 binding [13]. We therefore first investigated the residual MSL1 profile after RNAi against MLE or MSL3 (Figure S1). 

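MSL1 was profiled in SL2 cells 7 days after RNAi against MLE, an RNA helicase, or against MSL3, a chromodomain protein, with GST RNAi as the control for both (n = 2 arrays each). The median IP signal was 8.37 and 28.2 times that of the random probes on the MLE RNAi arrays, 9.35 and 28.7 times on the MSL3 RNAi arrays and 8.86 and 9.30 times on the GST RNAi arrays. Replicate 1 of MLE RNAi and of MSL3 RNAi carried the IP in Cy5 and was written on another day than the GST RNAi arrays. Replicate 2 of both carried it in Cy3 and shares its day with both GST RNAi arrays, which carried the IP in Cy3 (replicate 1) and Cy5 (replicate 2).
Changes of single windows were tested with limma, changes of all target windows together with fry of limma, which asks whether they move on balance in one direction, and HAS were compared with other targets by camera of limma. An exact permutation test of 2 arrays against 2 cannot give a p below 0.333. In data simulated at this size, limma found 48% (MLE RNAi) and 52% (MSL3 RNAi) of the windows changed by 2 log2 units, but 0 and 2% of those changed by 1.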

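After RNAi against MLE, MSL1 was bound at 56510 probes of the X chromosome, compared with 56045 after GST RNAi, a net change of 0.830%. Of the probes bound in the control, 52534 were also bound after MLE RNAi, so that 6.26% were lost, while newly bound probes amounted to 7.09% of the control's number. After RNAi against MSL3, 54609 probes were bound, a net change of -2.56%. There, 51379 probes were bound in both conditions, with 8.33% lost and 5.76% gained. These counts have no test of their own.
Within the day that holds both GST RNAi arrays, without replicate 1 of each RNAi, the net change was -7.98% for MLE RNAi (13.2% lost) and -11.1% for MSL3 RNAi (15.9% lost). Leaving out single arrays, which also unbalances the IP dye, changed the direction. The net change was -15.7% without MLE RNAi replicate 2 (19.5% lost) and -23.1% without MSL3 RNAi replicate 2 (29.8% lost). It was 17.6 and 13.5% without GST RNAi replicate 1 (4.00 and 4.57% lost) and 11.7 and 7.78% without GST RNAi replicate 2 (3.84 and 6.57% lost). Each of these fits sets 1 array against 2. Every fit without an RNAi array gave a net loss, and every fit without a GST RNAi array a net gain. The values therefore cannot separate day or dye from the number of arrays.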

The chromosomal interaction profile showed surprisingly mild effects: only 6 and 9% of all significant MSL1 binding events were lost upon MSL3 or MLE depletion, respectively. On all MSL1 target probes we observed a moderate reduction of MSL1 signals (Figure S1C). 

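On the MSL1 target windows, the mean log2 enrichment of MSL1 was 1.40 ± 0.17 (SD, n = 2) after GST RNAi, 1.32 ± 0.15 after MLE RNAi and 1.17 ± 0.18 after MSL3 RNAi (n = 2 each). The mean change was -0.07 for MLE RNAi, with 59.2% of the windows lower than in the control, and -0.23 for MSL3 RNAi, with 71.7% lower. Of 34 X-linked genes drawn in the paper's figures, 21 had a lower estimate after MLE RNAi and 28 after MSL3 RNAi, with median changes of -0.17 and -0.32. Crag (-0.59 and -0.81) and CG12109 (-0.55 and -0.91), which encodes the large subunit of chromatin assembly factor 1, were lower after both, whereas CG12237 was higher (0.92 and 0.81). The arrays of control and RNAi did not overlap for 11 of the lower genes after MLE RNAi and 13 after MSL3 RNAi, where chance gives 16.67% of genes.
Neither RNAi gave a target change that passed the test (fry of limma, p = 0.776 for MLE and 0.420 for MSL3, and p = 0.667 for both by exact permutation test). Relative to the X windows that are not targets, the change was -0.12 for MLE RNAi, with overlapping arrays (exact permutation test, p = 0.667). For MSL3 RNAi it was -0.26, and the arrays did not overlap (exact permutation test, p = 0.333, the smallest possible). Between the arrays with the same IP dye, the target mean after MLE RNAi lay 0.05 (Cy5) and 0.09 (Cy3) below the control and that after MSL3 RNAi 0.23 and 0.22, but with the dye as a covariate fry gave p = 0.784 and 0.440, and an exact test within 2 dyes cannot go below 0.5. At an adjusted p under 0.05, limma called 0 of the 34 genes, adjusted over the list alone or with all windows, and 0 of 43057 windows of 1 kb on X and autosomes. At an unadjusted p under 0.05 the genes were CG12237 (higher after both) and CG12109 (lower after MSL3 RNAi). The windows were 123 for MLE RNAi (64 lower) and 262 for MSL3 RNAi (235 lower), where chance gives 2153. With only the 2 groups in the fit they were 427 and 308. Counts this far below chance mean that the window p-values cannot be read against it. The 0 called windows therefore do not show that MSL1 was unchanged. With the day as a block, for which no exact permutation test can be had, fry gave a target change of 0.04 for MLE RNAi (p = 0.905) and -0.11 for MSL3 RNAi (p = 0.758). Within the day of the controls it was 0.03 and -0.10, but this sets 1 Cy3 array against a Cy3 and a Cy5 control. The Cy3 arrays compared above share that day, and between them alone the change was -0.09 and -0.22. The value of 0.03 is therefore not free of the dye. The MLE RNAi estimate was 0.05 without GST RNAi replicate 1, and the MSL3 RNAi estimate was -0.10 without that array.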

Conceivably, the remaining DCC subunits after incomplete knockdown may suffice to sustain MSL1 binding. However, in light of results from the analysis of mutant fly strains we consider more likely that the ChIP-on-chip methodology underestimates homogeneous inter-array differences and therefore might obscure a global reduction of MSL1 binding under knockdown conditions. This would be due to disproportional procedures such as array hybridization and scanning as well as signal normalization across arrays. Visual inspection of the binding pattern, however, allowed for the identification of loci where MSL1 association was substantially reduced (such as the small gene cluster in the right half of Figure S1A). This indicates, that MSL3 and MLE RNAi cause a local redistribution of MSL1, which should contribute to the identification of high affinity regions that are supposed to be more resistant to these perturbations. In the case of MSL3, examination of the loss of MSL1 binding within distinct functional regions revealed a significantly stronger reduction in coding sequences as compared to other binding regions (p-value<2.2e-16; two-sided t-test; Figure S1C, right green box).

We next explored the usefulness of our second strategy and established the MSL2 binding profile at lower levels of formaldehyde crosslinking. 

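MSL2 was profiled in untreated SL2 cells at 2 levels of crosslinking (n = 2 arrays each). The median IP signal was 14.9 and 29.4 times that of the random probes at high FA and 3.93 and 16.0 times at low FA. Each level has 1 array with the IP in Cy5 and 1 with the IP in Cy3. The high FA arrays were written on 2 days and the low FA arrays together on another day, so no day holds both levels, and a comparison with the day as a block rests on the MLE and MSL3 RNAi arrays of those days. Replicate 2 at high FA is the only array of its day and drops out of that fit. In simulated data of this size, limma found 55% of the windows changed by 2 log2 units and 4% of those changed by 1.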

We fixed cells with only 0.1% instead of 1% of formaldehyde (see Materials and Methods for details). Crosslinking with low concentrations of formaldehyde, we lost about 50% of significant MSL2 binding (Figure 2B), which preferentially affected coding sequences (p-value<2.2e-16; two-sided t-test; Figures 2C and D). 

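At low FA, MSL2 was bound at 39827 X-chromosomal probes (22.8% of all), compared with 55487 (31.7%) at high FA, a net change of -28.2%. Of the probes bound at high FA, 37299 stayed bound and 32.8% were lost, while newly bound probes amounted to 4.56%. On the MSL1 target windows, the mean log2 enrichment of MSL2 was 1.04 ± 0.25 (SD, n = 2) at high FA and 0.51 ± 0.12 (n = 2) at low FA, a mean change of -0.53 with 88.2% of the windows lower. Of the 34 X-linked genes drawn in the figures, 32 had a lower estimate at low FA, with a median change of -0.52. They include RpII215, the gene of the largest subunit of RNA polymerase II, at 1.56 ± 0.69 and 0.45 ± 0.67 (n = 2 each, change -1.11). The arrays of the 2 levels did not overlap for 19 of the lower genes.
Both low FA arrays had a lower target mean than both high FA arrays (exact permutation test, p = 0.333, the smallest possible), and fry of limma gave p = 0.0681. With arrays scaled to unit SD the change was -0.68 and passed (p = 0.0116 by fry, no exact test at this size can pass), as did -0.64 with normexp background (p = 0.0388 by fry, again not an exact test). With the day as a block the target change was -0.94 (p = 0.0845 by fry, since no day allows an exact permutation of the levels). At an adjusted p under 0.05, limma called 0 genes (12 lower at an unadjusted p under 0.05) and 0 windows of 1 kb (1242 unadjusted, 1229 of them lower, where chance gives 2153). Since this count lies below chance, the 0 windows do not show that MSL2 was unchanged. With arrays scaled to unit SD it called 74 lower windows. The net change was -4.98% without MSL2 low FA replicate 2, -5.48% without high FA replicate 2 and -17.2% without high FA replicate 1. The share lost was 91.8% when each probe had to reach an adjusted p of 0.05.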

We were encouraged by the fact that all genetically identified HAS were retained among the residual MSL2 peaks. For example, a previously identified HAS within the first intron of the Tao-1 gene coincides with a pronounced MSL2 peak (Figure 2A; [13],[24]).

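The roX2 site, within one of the genes for the noncoding RNAs of the complex, lies on X from 11423713 to 11426714 (28 probes) and had a log2 enrichment of 2.55 ± 0.25 (SD, n = 2) at high FA and 2.44 ± 0.20 at low FA, a change of -0.11 (SE 0.37, adjusted p = 0.815 from limma). The site at 18D, on X from 19473913 to 19475614 (18 probes), had 2.75 ± 0.15 at high FA and 2.04 ± 0.06 at low FA (n = 2 each, change -0.71, SE 0.36, adjusted p = 0.103 from limma). All probes of the 129 X-chromosomal HAS of Table S1 that hold a probe were called bound at both FA levels, as in all 8 conditions, so this call cannot separate the levels. On the log2 scale MSL2 was lower at low FA by more at HAS than elsewhere. The mean change was -0.86 at these sites and -0.52 over the 5991 target windows outside HAS. The difference was -0.34 (camera of limma with its preset correlation, p = 2.84e-10; p = 0.296 with an estimated correlation). As a share of the centred log2 ratio the order was the other way. HAS kept 68.1% of their mean log2 ratio at high FA, and the other targets 47.4%. This share depends on where that scale is set to 0, and as a fold change the fall was larger at HAS. In a line of low on high FA ratios through the other targets (slope 0.467), 125 of the 129 HAS lay above it. The line is extrapolated for most of them. Their median at high FA was 2.76, and the 99th percentile of the other targets was 2.48, with 24 HAS within that range. The larger fall therefore does not show that HAS were lost preferentially, and these values do not show the reverse.
The signal at HAS still differed between the levels: the estimate was lower at low FA at 124 of the 129 sites, and the arrays did not overlap at 105 of these. At an adjusted p under 0.05, 29 sites fell when adjusted over the list alone and 0 when adjusted with all windows in limma (72 at an unadjusted p under 0.05). The study chose the sites partly on the low FA profile, so the list is not independent evidence. The 3 sites with the largest fall lie on X from 20221813 to 20222814 (8 probes), where the ratio fell by 1.91 from 3.04 ± 0.47 to 1.13 ± 0.04 (SD, n = 2 each; limma, adjusted p = 0.00549), from 5462013 to 5463014 (11 probes), where it fell by 1.91 from 3.17 ± 0.56 to 1.26 ± 0.15 (adjusted p = 0.0112), and from 19324113 to 19324614 (6 probes), where it fell by 1.82 from 3.13 ± 0.14 to 1.31 ± 0.17 (adjusted p = 0.0132).
The paper takes the retention of the genetically identified sites among the MSL2 peaks as encouragement for selecting HAS by weaker crosslinking.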

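The HAS in Tao-1, which encodes a protein kinase, lies on X from 19411713 to 19413914 and holds 23 probes. Its log2 enrichment of MSL2 was 2.77 ± 0.18 (SD, n = 2) at high FA and 2.29 ± 0.10 (n = 2) at low FA, a change of -0.48 (SE 0.36, adjusted p = 0.265 from limma). Over the whole Tao-1 gene (93 probes) the values were 1.98 ± 0.68 and 0.92 ± 0.32, a change of -1.06 (SE 0.36). Its neighbours without a HAS were lower at both levels: car had 1.69 ± 0.68 and 0.80 ± 0.17, Grip84, a gene of the gamma-tubulin complex, 1.26 ± 0.58 and 0.73 ± 0.55, and CG14218 0.89 ± 1.19 and -0.55 ± 0.32. CG14204 had 0.58 ± 0.65 and 0.15 ± 0.40. None of these gene changes passed the test in limma (adjusted p = 0.152 for Tao-1 and 0.154 for car), and Tao-1 and CG14218 were the ones below an unadjusted p of 0.05.

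**Figure D1:**
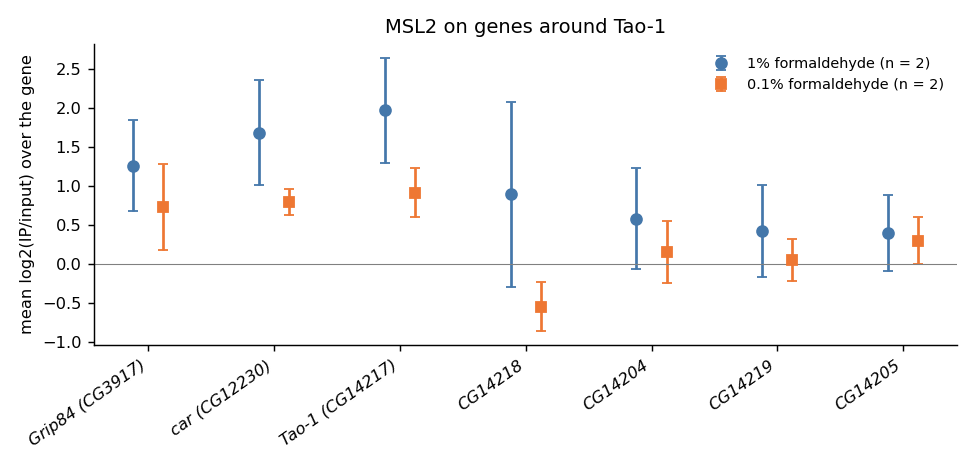
Mean log2 enrichment ratio (IP/Input) of MSL2 over each X-linked gene drawn in Fig. 2A at high and low FA (mean and SD of 2 arrays each). Tao-1 has 1.98 at high FA and 0.92 at low FA, and car 1.69 and 0.80.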

**Figure 2:**
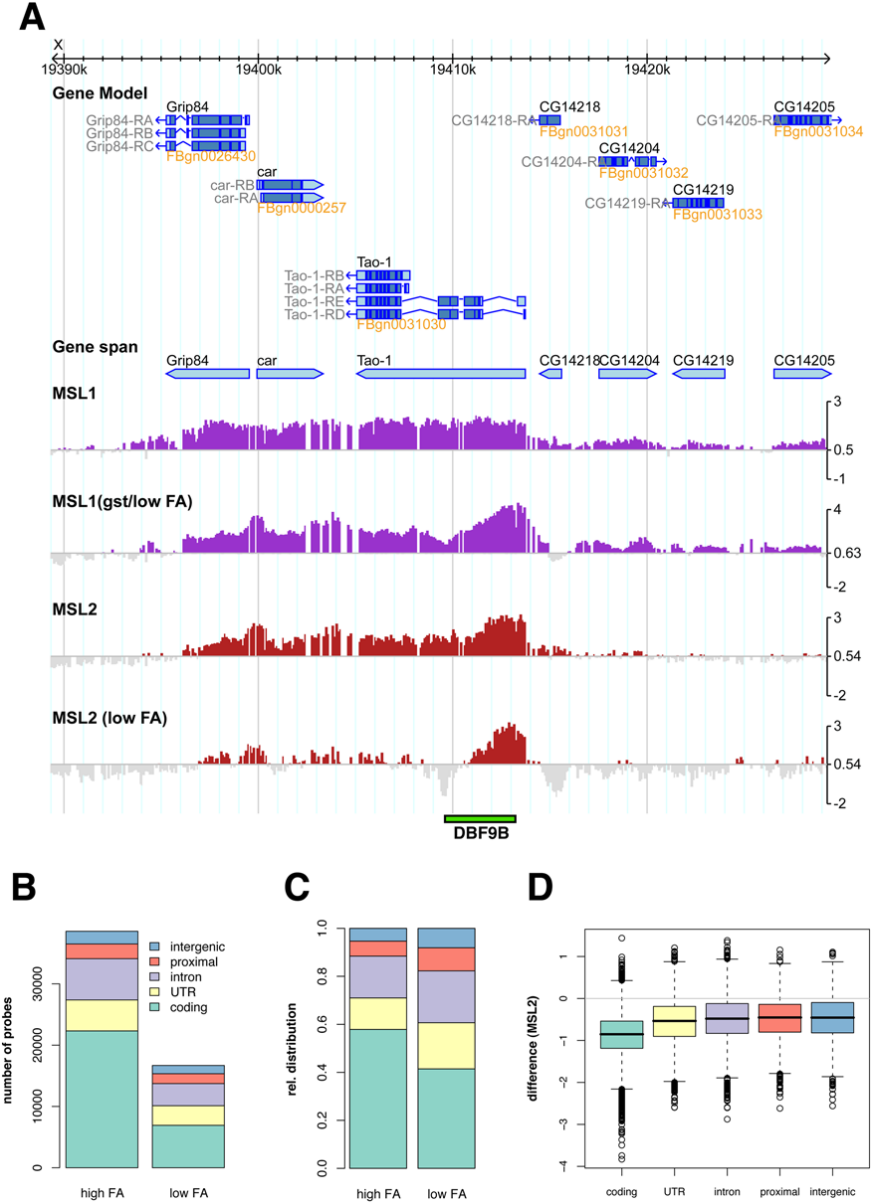
Differential crosslinking alters the binding patterns and improves mapping of high-affinity sites. A) Genome browser snapshot with gene spans and gene models. MSL1 and MSL2 profiles after low or high formaldehyde (FA) crosslinking are depicted as the log2 of the mean enrichment ratio (IP/Input) of at least 2 replicate experiments. The *Tao-1* gene contains a confirmed HAS (DBF 9B), which is indicated by the green box below the profiles. B) Absolute changes in numbers of probes significantly bound by MSL2 after differential crosslinking. C) Corresponding relative changes according to functional context. D) Changes in MSL2 signals on MSL2 target probes grouped according to genomic context when crosslinking under low FA conditions compared to high FA crosslinking.

We then applied the same crosslinking conditions to the analysis of MSL1 binding after MOF RNAi (Figure 3). 

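MSL1 was profiled at low FA after RNAi against MOF, the histone H4 acetyltransferase of the complex, and after GST RNAi (n = 3 arrays each). The median IP signal was 16.1 to 27.3 times that of the random probes after GST RNAi and 9.23 to 19.1 times after MOF RNAi. All 6 arrays carried the IP in Cy5. The GST RNAi arrays and replicates 1 and 2 of MOF RNAi share a day, and replicate 3 of MOF RNAi has a day of its own. Simulated data of this size gave limma 74% of the windows changed by 2 log2 units and 10% of those changed by 1, and an exact permutation test of 3 arrays against 3 cannot give a p below 0.1.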

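MSL1 binding on the target windows fell after MOF RNAi at low FA, from a mean log2 enrichment of 1.60 ± 0.45 (SD, n = 3) after GST RNAi to 0.98 ± 0.17 (n = 3). The mean change was -0.62, with 86.7% of the windows lower (limma's fry, p = 0.0152), and all 3 MOF RNAi arrays lay below all 3 controls (exact permutation test, p = 0.1, the smallest possible). The X windows that are not targets also changed, by -0.21, from -0.05 to -0.26. Relative to them the target change was -0.41, and the arrays of the groups overlapped (exact permutation test, p = 0.2). Of all 1 kb windows tested by limma, 1158 fell at an adjusted p under 0.05. Of these, 1023 lie on X and 657 are MSL1 targets. Another 204 windows rose, 131 of them on autosomes and 73 on X. A single target window rose, on X from 1133001 to 1134000 (11 probes, from -0.05 ± 0.39 to 1.29 ± 0.22), and it is named here after its values were seen.
The difference between the target change after MOF RNAi and that after MLE RNAi was -0.55 (fry of limma on the difference, p = 0.143), and for MSL3 RNAi it was -0.40 (p = 0.277), without an exact permutation test. These comparisons also differ in FA.
Within the shared day, without MOF RNAi replicate 3, the target change was -0.70 (p = 0.0170 by fry, where an exact permutation test of 3 arrays against 2 cannot go below 0.2), with 3412 windows lower and 792 higher. With the day as a block it was -0.70 (fry, p = 0.0398, no exact test), with 1278 lower and 115 higher. Fry, used since no exact test at this size can pass, gave -0.37 (p = 0.0863) without GST RNAi replicate 1, with 333 windows lower and 106 higher, and -0.53 (p = 0.0586) without MOF RNAi replicate 2. Without GST RNAi replicate 2, 425 were lower and 106 higher, and with these 2 groups alone in the fit p was 0.100 by fry and limma called 0 windows (3620 at an unadjusted p under 0.05). Arrays scaled to unit SD gave 630 lower and 60 higher windows, and the replicate number as a block 550 and 66.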

Comparing the pattern to the control pattern obtained after RNAi with GST sequences, the global reduction of MSL1 interaction across all genomic regions was much more pronounced than in the case of RNAi against MSL3 or MLE (compare Figure S1C to Figure 3C). 

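MSL1 after GST RNAi was compared between low FA (n = 3 arrays) and high FA (n = 2). At HAS, its mean log2 enrichment was 3.62 ± 0.43 (SD) at low FA and 3.06 ± 0.18 at high FA, with a higher estimate at low FA at 119 of 129 sites. On the target windows without a HAS it was 1.53 at low and 1.34 at high FA. MSL1 was bound at 63758 X-chromosomal probes at low FA, 52870 of them also bound at high FA, a net change of 13.8% with 5.67% of the high FA probes lost and 19.4% gained. For MSL2, by contrast, most HAS were lower at low FA. Against a line of low on high FA ratios through the other targets, HAS lay above for both proteins. They did so at 117 of the 129 sites for MSL1 and at 125 for MSL2. Most HAS lie beyond the range of the windows behind that line.
The mean change of MSL1 on all target windows was 0.21 (limma's fry, p = 0.422), and 31.3% of the windows were lower (exact permutation test of 3 arrays against 2, p = 1). Relative to other targets, HAS changed by 0.37 (camera with its preset correlation, p = 3.08e-12; p = 0.251 with an estimated correlation). The difference between MSL2 and MSL1 in the change from high to low FA was -0.74 on target windows (fry of limma, p = 0.0615) and -0.72 for HAS against other targets (camera, p = 1.01e-17; p = 0.163 with an estimated correlation). Limma called 0 windows at an adjusted p under 0.05 (2464 at an unadjusted p under 0.05, 1421 of them higher), and 0 HAS (33 higher unadjusted). No day holds arrays of both levels, and no fit with the day as a block could be had, so day and FA cannot be told apart for this pair. The dye is also unbalanced, with the IP in Cy5 on all 3 low FA arrays but on 1 of the 2 high FA arrays, and with the dye as a covariate limma called 16 windows lower and 33 higher. Without GST RNAi low FA replicate 1, the target change was -0.04 and the net change of bound probes 4.64%. The net change was 32.5% without high FA replicate 1 and 25.8% without high FA replicate 2.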

The GST RNAi control sample that was also fixed with low formaldehyde exhibited similar alterations of the MSL1 binding pattern as observed for MSL2 (Figure 2A). 

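After MOF RNAi at low FA, MSL1 was bound at 45251 X-chromosomal probes (25.9%), of which 41261 were among the 63758 bound after GST RNAi. The net change was -29.0%, with 35.3% of the control's bound probes lost and 6.26% gained. Of the 34 X-linked genes of the figures, 33 had a lower estimate, and 13 fell when adjusted over the list alone. CG12109, the gene of the large subunit of chromatin assembly factor 1, fell by 1.91 on the log2 scale, from 2.54 ± 0.52 to 0.62 ± 0.45 (SD, n = 3 each; SE 0.31, adjusted p = 0.000207 from limma). CG12659 fell by 1.63, from 1.82 ± 0.70 to 0.19 ± 0.26 (SE 0.31, adjusted p = 0.000772 in limma, n = 3 each), and Crag fell by 1.22, from 1.61 ± 0.73 to 0.40 ± 0.25 (SE 0.33, adjusted p = 0.0193). These are also the 3 genes called with all windows in the adjustment, and they are singled out here after their values were seen. CG12112, close to the HAS in CG11265, fell by 1.00 and had 2.17 ± 0.23 after MOF RNAi. The HAS itself, on X from 8405713 to 8406914 (12 probes), had 3.68 ± 0.29 after GST RNAi and 3.61 ± 0.27 after MOF RNAi. The gene estimate that was higher, roX2, changed by 0.22. The genes' arrays did not overlap for 14 of the lower genes, where chance gives 5% of genes for 3 arrays against 3.
Within the shared day, without MOF RNAi replicate 3, the net change of bound probes was -32.6% with 42.1% lost, and over all arrays left out in turn it lay between -32.6 and -22.7%. Coding and noncoding sequence were not separated here.

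**Figure D2:**
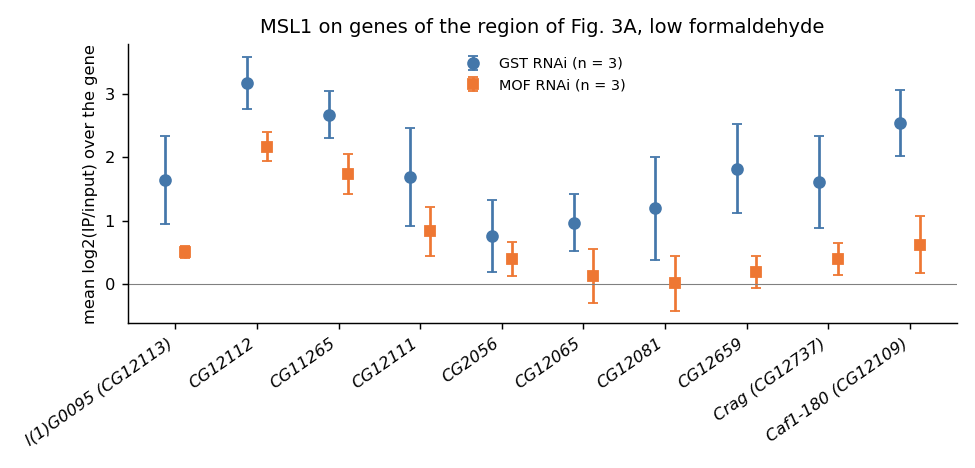
Mean log2 enrichment ratio (IP/Input) of MSL1 at low FA over each X-linked gene drawn in Fig. 3A after GST and MOF RNAi (mean and SD of 3 arrays each). CG12109 has 2.54 after GST RNAi and 0.62 after MOF RNAi, while CG12112 has 2.17 after MOF RNAi.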

Depletion of MOF resulted in loss of 23% of all significant binding events, again with a strong preference for coding sequences (p-value<2.2e-16; two-sided t-test; Figures 3B and C).

**Figure 3:**
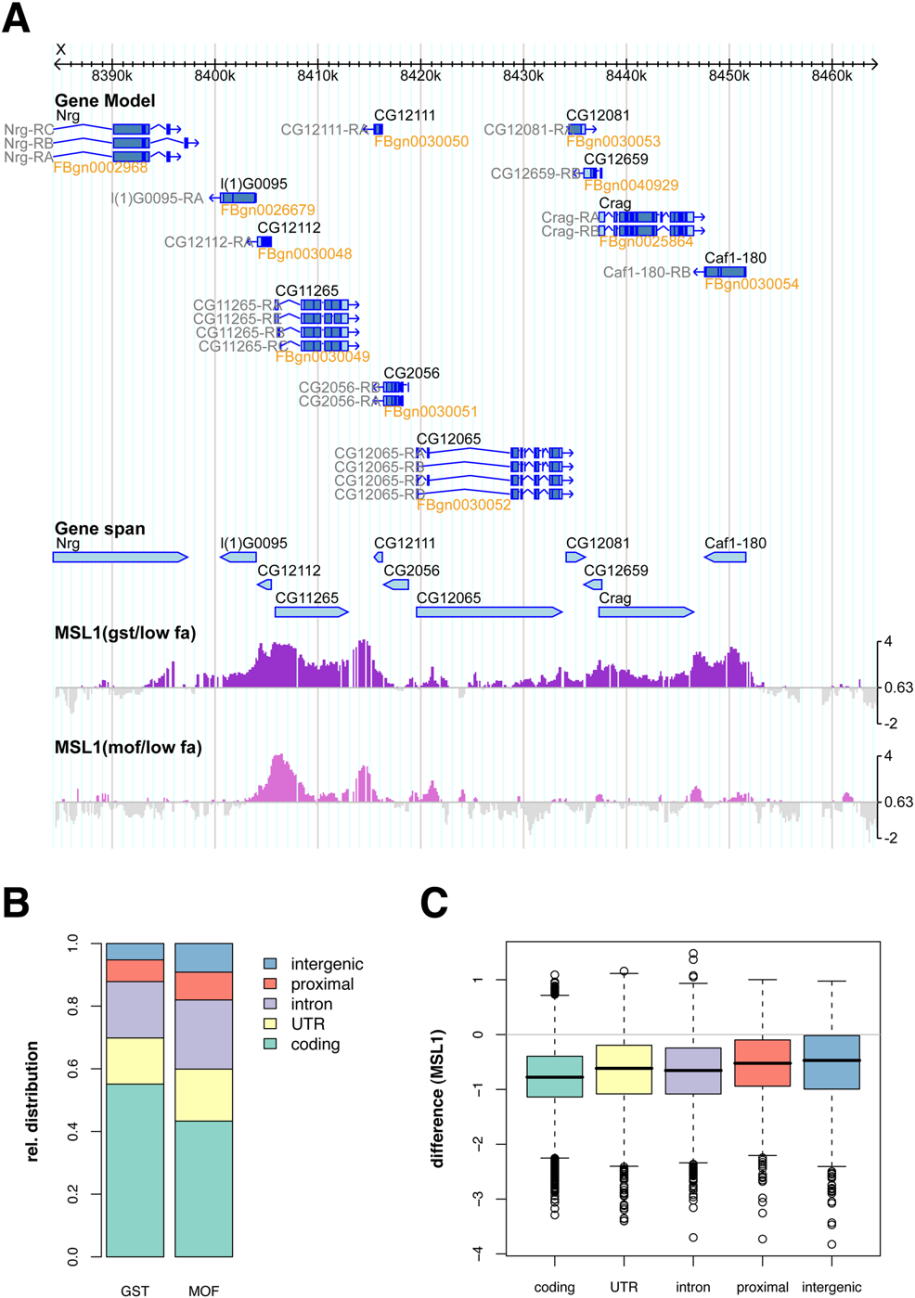
Changes in MSL1 binding after MOF RNAi. A) Genome browser snapshot of a representative region with MSL1 profiles after control (top) and MOF (bottom) RNAi. B) Changes of the relative distribution of significant MSL1 binding. C) Changes in MSL1 signal after MOF RNAi as compared to the signals after GST RNAi. Probes are grouped according to their functional annotation.

In summary, we found that two unrelated strategies aimed at selecting DCC binding sites of higher affinities led to an overall reduction of chromosomal association of the core DCC components MSL1 and MSL2 with a preferential loss of binding from coding regions. We tentatively conclude that coding regions are less likely to contain HAS.

### High-Affinity Chromosomal DCC Interaction Sites Are Mainly Located on Non-Coding Parts of Genes

We then attempted to identify particular genomic regions that are similarly enriched under both experimental regimes: upon RNAi against the spreading factors and at low levels of crosslinking. We transformed the enrichment ratios of all residual profiles (i.e. MSL1 binding after RNAi against MOF, MLE, or MSL3; MSL2 binding after low crosslinking) to z-scores and calculated an unweighted cumulative z-score. 

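The 4 residual profiles (MSL1 after MOF, MLE and MSL3 RNAi, n = 3, 2 and 2 arrays, and MSL2 at low FA, n = 2) were summed as z-scores, smoothed over 500 bases on a grid of 100 bases, and thresholded at the lowest sum that left at most 1% of the regions on autosomes, with regions of at least 300 bases kept. At a summed z-score of 14.55, 145 regions were found on X and 1 on an autosome. The region with the highest sum, 22.66, covers a site in Suv4-20, the gene of a histone H4 methyltransferase, on X from 510213 to 513114 (31 probes). MSL1 had a log2 enrichment of 3.89 ± 0.39 (SD, n = 3) there after GST RNAi at low FA and 4.04 ± 0.11 (n = 3) after MOF RNAi. The site of roX2 peaked at 21.72 (rank 4 among the paper's sites), that of Tao-1 at 19.07 (rank 16) and that at 18D at 18.96 (rank 20).
The paper's text states neither the smoothing window nor a smallest length. Smoothing over 250 bases gave 215 regions on X. Without MSL2 low FA replicate 2, 60 regions were found, and allowing 5% on autosomes gave 406 on X and 21 on autosomes.

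**Figure D3:**
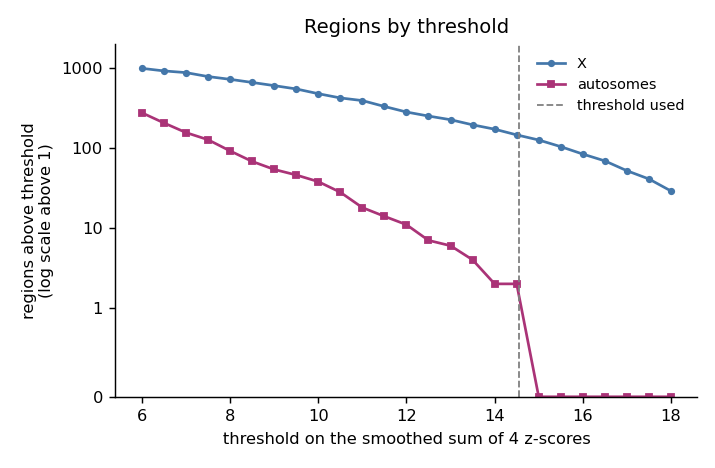
Number of regions on X and on autosomes (log axis) against the threshold on the summed z-score of the 4 residual profiles. At 14.55, the lowest threshold with at most 1% of the regions on autosomes, there are 145 on X and 1 on an autosome.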

Region thresholding on the smoothed z-score profile allowing for a maximum of 1% autosomal site detection identified 130 HAS spread all along the X chromosome (Table S1). In addition, this approach picked up one autosomal site. 

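The single autosomal region at the threshold chosen here lies on 3R from 11034300 to 11034700 and peaked at a summed z-score of 15.43. It is named after its values were seen. The autosomal site of Table S1, on 3R from 2919913 to 2920214, peaked at 15.1, rank 122 among the paper's 131 sites, and is not among the regions of at least 300 bases above the threshold. With replicate 2 of MSL2 at low FA left out, the number of autosomal regions was 0.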

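The 130 X-chromosomal sites of Table S1 are short relative to the distances between them. Their lengths range from 301 bases to 3001 bases, the latter at the roX2 site and at the site from 9529513 to 9532514, with a median of 801 (quartiles 501 and 1401). Of the sites, 71 span at most 1000 bases and 18 more than 2000. The 145 regions derived here from the arrays had a median length of 900 bases. Of the 129 distances between neighbouring sites, the median was 107.3 kb (quartiles 20.9 and 223.8 kb), and they ranged from 0.75 to 1046 kb. On a log scale the distribution of distances peaked at 158.6 kb, and 27 distances (20.93%) lie between 130 and 260 kb. Neither value is set here against random positions. A further group of 19 distances is under 10 kb.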

The median length of the sites is 800 bases and the distribution of their distances peaks between 130 and 260 kb (Figures 4C and D). Even though some of the RNAi experiments had a limited effect on the global MSL1 distribution, it turned out that all caused local redistributions of MSL1 signals with a significant retention on HAS (Figure S2).

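After MOF RNAi, the mean log2 change of MSL1 was -0.17 at HAS and -0.64 at other MSL1 targets. The mean log2 enrichment at HAS was 3.62 ± 0.43 (SD, n = 3) after GST RNAi at low FA and 3.45 ± 0.20 (n = 3) after MOF RNAi, while the target windows without a HAS had 1.53 and 0.89. After MLE RNAi, HAS had 3.18 ± 0.58 (n = 2), against 3.06 after GST RNAi, and other targets 1.25 against 1.34. After MSL3 RNAi, HAS had 3.04 ± 0.52 (n = 2) and other targets 1.10.
The change at HAS minus that at other targets was 0.47 for MOF RNAi (camera of limma with its preset correlation, p = 2.68e-10; p = 0.296 with an estimated correlation), 0.21 for MLE RNAi (p = 8.10e-06; p = 0.455 with an estimated correlation) and 0.22 for MSL3 RNAi (p = 1.02e-05; p = 0.460 with an estimated correlation). No call holds with the estimated correlation, which was 0.594 between sites. For MOF RNAi, the difference was larger on all 3 arrays than on all 3 controls (exact permutation test, p = 0.1). No single site was called by limma in the 3 comparisons. At an unadjusted p under 0.05, 0 sites were lower or higher after MLE or MSL3 RNAi, and 5 were after MOF RNAi. Of these, the sites on X starting at 329513, 1755713, 5462013 and 5604813 were lower and the one starting at 4547813 was higher.
The study chose the HAS on these residual profiles, so the list is not independent evidence. With regions derived without the tested profile, the difference was 0.33 for MOF, 0.16 for MLE and 0.14 for MSL3 RNAi. The MLE and MSL3 RNAi arrays of the same replicate number share day and dye and correlated at r = 0.934 and 0.835. Regions derived without 1 of these profiles are thus still chosen on the other, which leaves much of the circularity for these RNAi. Within a day the difference was 0.53 for MOF, 0.52 for MLE and 0.47 for MSL3 RNAi, but -0.11 without MLE RNAi replicate 2 and -0.03 without MSL3 RNAi replicate 2. The MLE and MSL3 RNAi values within a day rest on 1 RNAi array each, with the IP in Cy3. The paper reports MSL1 retained on HAS after every RNAi, also where the global effect was limited.

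**Figure D4:**
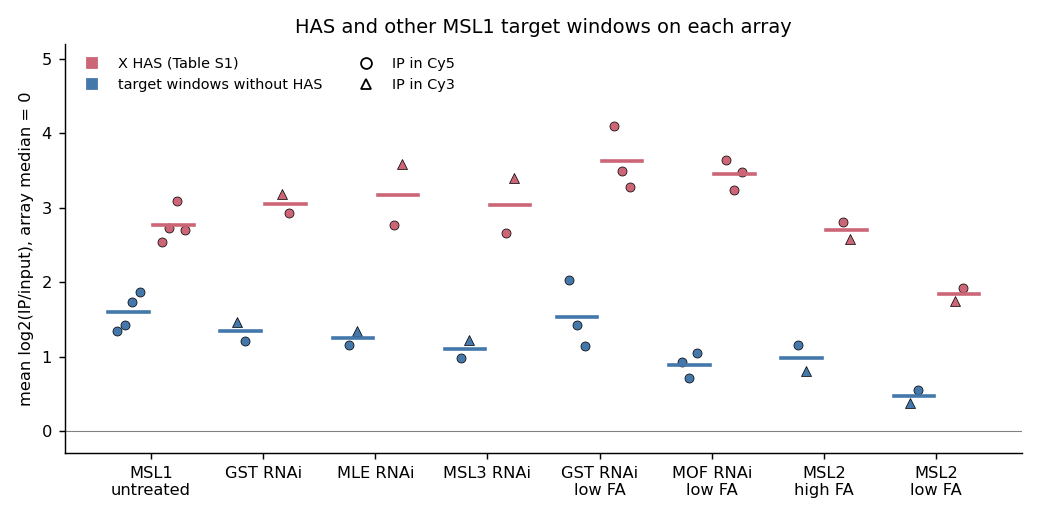
Mean log2 enrichment ratio (IP/Input) per array at 129 HAS and on the other MSL1 target windows in each condition, with circles for arrays with the IP in Cy5, triangles for Cy3 and horizontal lines for the means. After MOF RNAi the HAS mean is 3.45 and the mean of the other targets 0.89.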

**Figure 4:**
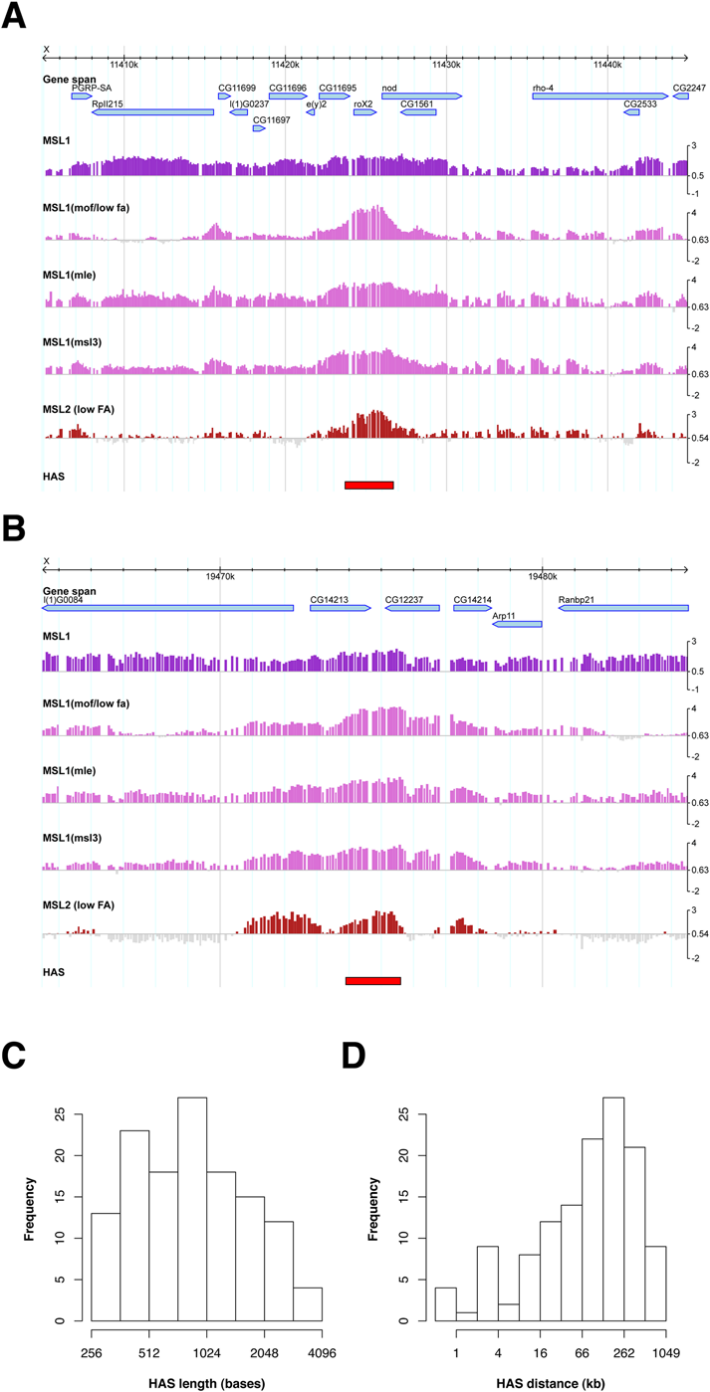
The new set of 131 X-chromosomal sites contain all established high-affinity sites of the Drosophila DCC. A) rox2 and B) the site at 18D displayed with MSL1 wild type and residual profiles after RNAi and/or low formaldehyde crosslinking. Histograms of the length distribution (C) and distance distribution (D) between high-affinity sites (histograms were calculated on log-transformed values).

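Of the genetically defined sites, the figures place those of roX2, 18D and Tao-1 on the chromosome, and each coincides with a site of Table S1. The gene annotation of build dm2 was not at hand, so the sites of roX1 and Smr were not assigned to positions. In untreated cells MSL1 had a log2 enrichment of 2.69 ± 0.31 (SD, n = 4) at roX2, 2.81 ± 0.24 at 18D and 2.54 ± 0.36 at Tao-1. The mean over all 129 measured sites was 2.76 ± 0.23 (n = 4). MSL2 at high FA had a mean of 2.70 ± 0.16 (n = 2) over these sites.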

Our set contains all genetically defined robust HAS (roX1, roX2, 18D, Smr and Tao-1 [11],[13],[15]). For example, Figure 4 documents the correspondence of the previously mapped HAS within the roX2 gene (Figure 4A) and the HAS at 18D (Figure 4B). To test this correspondence more generally we picked six new HAS and mapped them with respect to the ‘entry sites’ visualized on polytene chromosomes by Immuno-FISH. 

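Both sites had high MSL1 ratios in every residual profile. At roX2, MSL1 had a log2 enrichment of 3.15 ± 0.19 (SD, n = 2) after GST RNAi, 3.31 ± 0.65 after MLE RNAi and 3.23 ± 0.34 after MSL3 RNAi (n = 2 each). At low FA it had 3.76 ± 0.50 after GST RNAi and 3.97 ± 0.12 after MOF RNAi (n = 3 each). At 18D the values were 3.08 ± 0.22, 3.26 ± 0.72 and 3.13 ± 0.41 at high FA, and 3.84 ± 0.37 after GST RNAi and 3.80 ± 0.16 after MOF RNAi at low FA. The changes at roX2 were 0.16 for MLE, 0.08 for MSL3 and 0.21 for MOF RNAi. At 18D they were 0.18, 0.05 and -0.04. None passed limma's test.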

We chose female larvae of the Sxb1-2C line, which express low levels of MSL2. The reduced amount of DCC in these flies binds to a small number of chromosomal loci that coincide with the ones observed in males mutant for *mle*, *msl3* or *mof* [13]. Larvae of this fly strain have previously been used to define ‘entry’ sites and to characterize HAS [13],[16]. Five out of six sites robustly colocalized with MSL2 binding sites (Figure 5). One of our strongest sites upstream of the *Nej* gene did, however, not show an overlap with the MSL2 pattern (see discussion). In contrast, control FISH probes located 60 kb (*Or2a*) or 400 kb (*dpr8*) away from the next HAS did not colocalize with MSL2.

**Figure 5:**
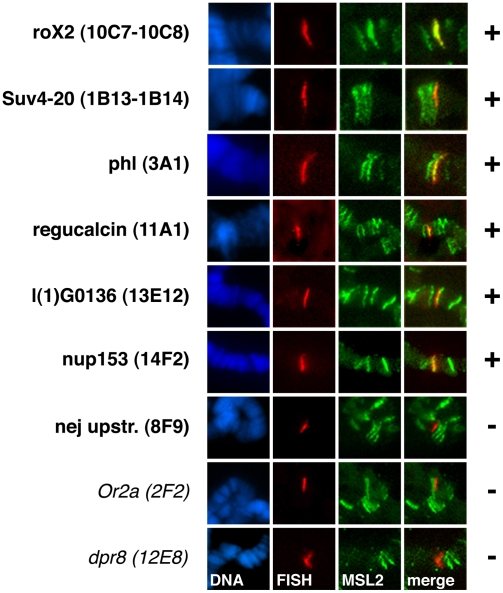
High-affinity sites in SL2 cells frequently map to MSL2 signals in Sxb1-2C females by Immuno-FISH on polytene chromosomes. Each row corresponds to one locus and is labeled with the name of the closest gene and the cytological position. (+) on the right indicates that FISH probe signal and MSL2 colocalized robustly; in the case of (−) no colocalization could be observed. No colocalization is expected with the control FISH probes *Or2a* and *dpr8*.

We next explored whether HAS location could be attributed to a particular functional context (intergenic, UTR, intron, coding sequences, etc). Many of the 131 sites are too large for precise functional assignment, since they contain coding as well as non-coding sequences. However, we found 51 regions that are unambiguously located within a defined functional genomic context. Almost all of these sites are found in regulatory or non-coding regions within or close to genes (Figure 6B), in support of the earlier notion that DCC interactions with coding sequences are of lower affinity.

**Figure 6:**
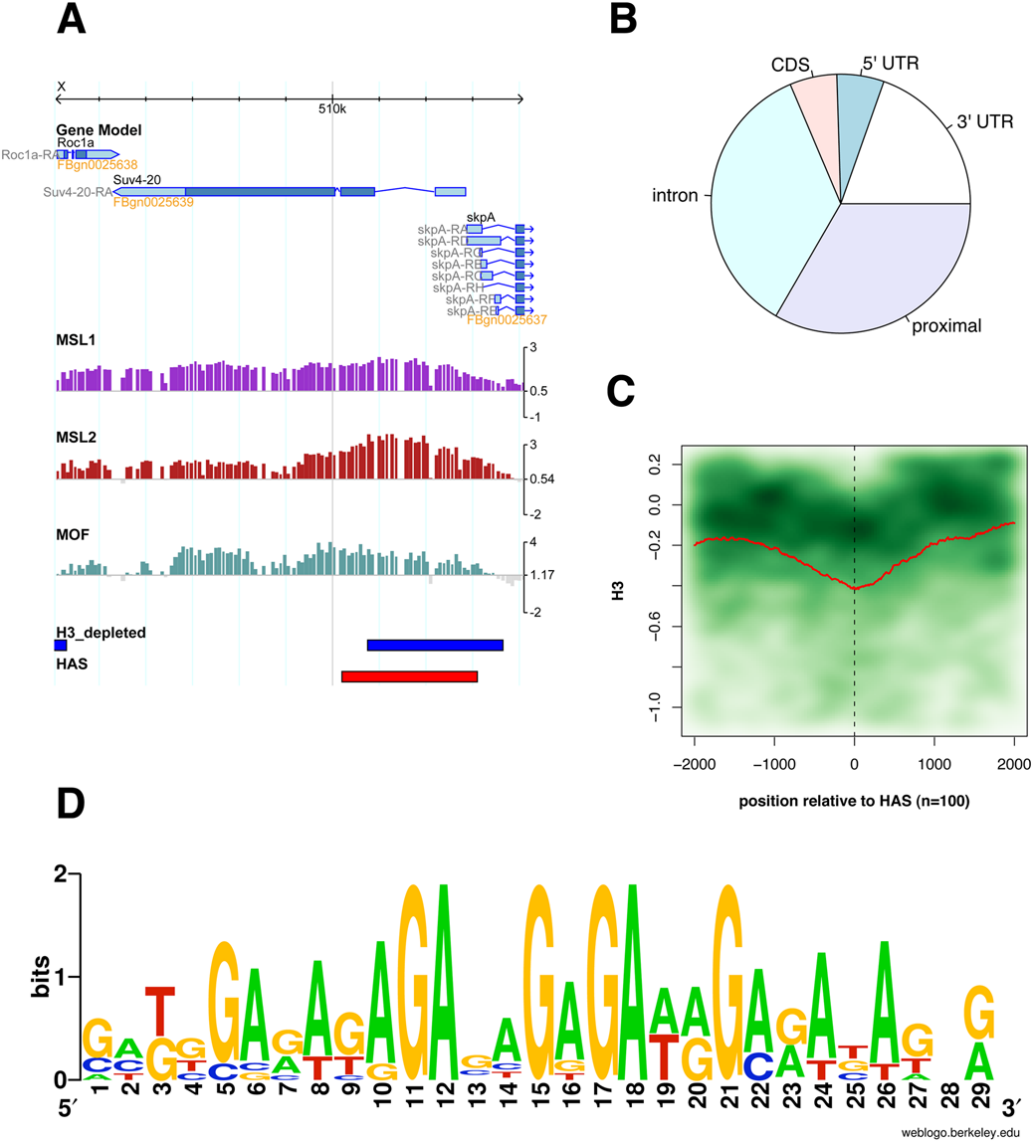
Common features of X-chromosomal high-affinity sites. A) A high affinity site (HAS, red box) within the *Suv4-20* gene. Displayed are wild type profiles for MSL1, MSL2 and MOF. Regions that are significantly depleted of histone H3 are indicated by blue boxes. B) Location of 51 high-affinity sites with respect to functional genomic context. “Proximal” indicates location within 3 kb up- or downstream of annotated genes. C) Cumulative H3 profile of 100 high-affinity sites. The red line indicates the mean signals along a region from −2 kb to +2 kb from the center of each high affinity site. The green cloud resembles the kernel density plot of all signals contributing to the mean. A darker color indicates higher density. D) Top motif found enriched in high-affinity sites and 1.5-fold over-represented on the X chromosome.

As the majority of DCC binding sites map to transcriptionally active parts of the X-chromosomal chromatin, we tested the transcription status of the HAS. Only 60% of these sites overlap with regions of elongating RNA polymerase II (data not shown). Taken together with the fact that there is also considerable binding to regions proximal to the transcription units (Figure 6B), we conclude that a substantial fraction of the HAS are not transcribed.

### High-Affinity Sites of the DCC Are Frequently Depleted of Nucleosomes

An important question regarding the strongest DCC binding sites is whether they contain common chromatin features that may help to explain X-chromosomal specificity. Previously, several of the few known HAS were shown to reside within regions of nucleosome depletion (DNase I hypersensitive sites) [15],[23],[24]. In order to explore whether this was a more general feature of HAS, we compared the location of the HAS with the published histone H3 profile [21]. Visual inspection of the data reveals that a large fraction of the sites colocalize with regions of low histone H3 content (see example in Figure 6A). In general, microarray probes located within HAS had significantly lower H3 signals than the ones outside (p-value<2.2e-16; two-sided t-test). Calculating the cumulative H3 distribution across all 131 HAS (Figure 6C) we found that the H3 profile clearly dropped towards the centers of the sites in a window of about 1 kb. The low resolution of the analysis based on the rather large chromatin fragments generated in our ChIP procedure (500 bp) does not allow for a robust determination of the number of nucleosomes or the length of DNA that might be affected. Clearly, however, nucleosome depletion is not alone sufficient to initiate DCC binding, as the number of X-chromosomal nucleosome depleted regions (1148) greatly exceeds the number of HA sites.

### Sequences Comprising Dinucleotide Repeats Characterize the High-Affinity Sites

The low nucleosome occupancy of the HAS suggests that primary recruitment of the DCC to the X chromosome may involve recognition of exposed DNA sequences rather than histone modifications. We therefore performed extensive sequence analysis in order to identify motifs that are significantly enriched in the strongest binding sites. A motif that was identified most robustly in several MEME [25] analyses with varying parameters and training sets is shown in Figure 7d. An example MEME run on the strongest of our HAS is provided in the supplement (Dataset S1). Results varied depending on the size of the training set and the analysis parameters. However, dinucleotide repeats based on either GA or CA as well as runs of adenines were frequently identified. Such sequences have already been postulated to be involved in DCC recruitment [10],[13],[22],[24]. The GA-repeat based motif shown in Figure 6D is the only one that was present in a large fraction of HAS (68 of 131 by MAST analysis) and at the same time enriched on the X chromosome (1.5 fold by genome-wide search with the MEME-derived position-specific scoring matrix). Only 33% of the motifs identified on the X chromosome are, however, bound by the complex in SL2 cells, suggesting we may be missing the context within which the identified sequence motif might contribute to DCC recruitment. For example, the site may operate in conjunction with a variable cohort of secondary motifs, as suggested by previous fine-mapping of known HAS elements [24].

**Figure 7:**
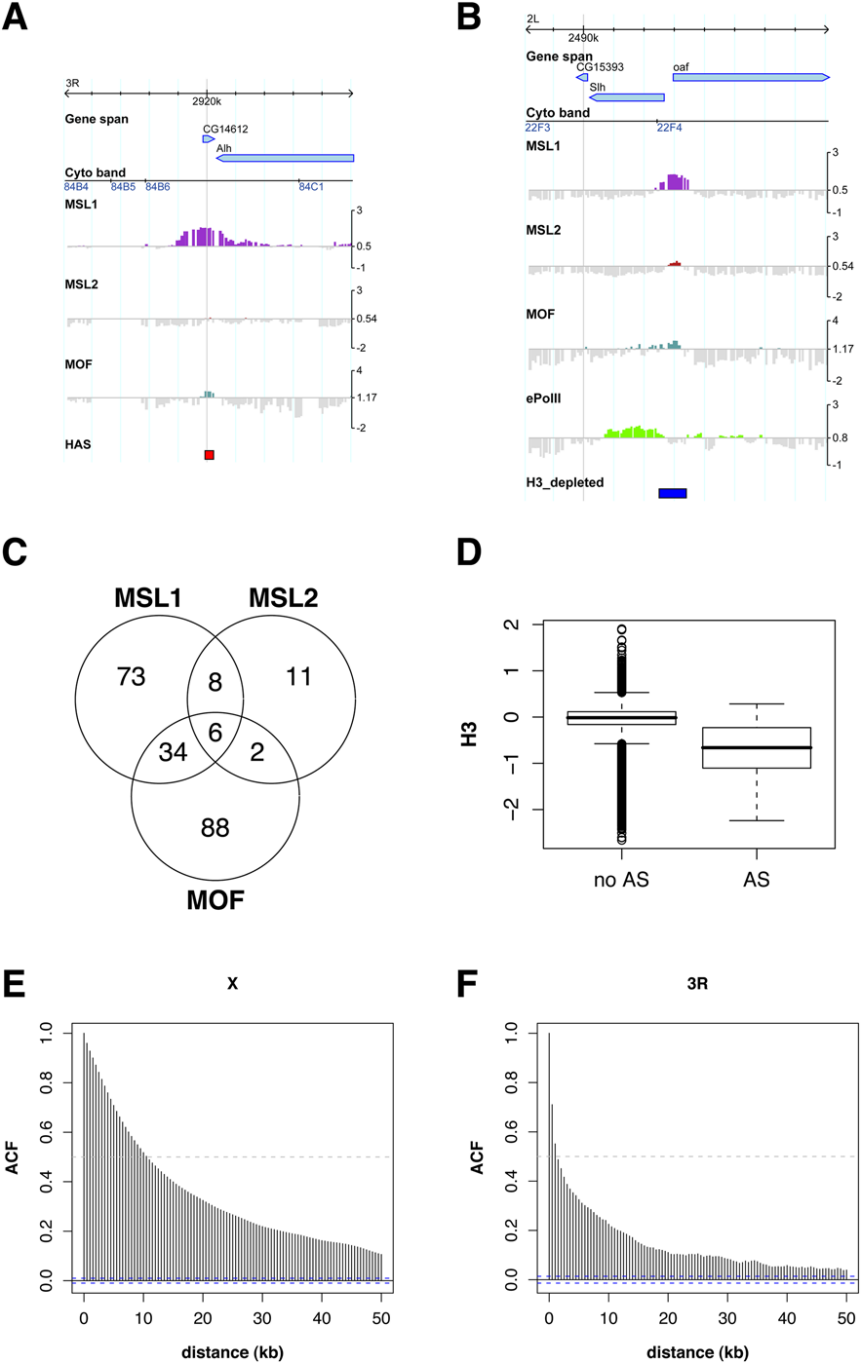
Autosomal binding sites of the DCC. A) Autosomal high affinity site. B) Autosomal site bound by MSL1, MSL2 and MOF. C) Venn diagram showing the colocalization of MSL1, MSL2 and MOF on autosomal binding sites. D) Boxplot comparing histone H3 signal on probes located on autosomal binding sites (AS) and probes located elsewhere on autosomes. E) Autocorrelation (ACF) of MSL1 binding to the X chromosome and (F) to chromosome 3R. Correlation was performed on smoothed profiles with 500 base spacing.

### Autosomal MSL Binding Sites Resemble X Chromosomal Targets, but Bind MSL Proteins Locally Restricted and With Non-DCC Stoichiometry

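The autosomal site of Table S1 lies on 3R from 2919913 to 2920214 at CG14612 and holds 4 probes. MSL1 had a log2 enrichment of 2.38 ± 0.49 (SD, n = 4) there in untreated cells and 4.04 ± 0.32 (n = 2) after GST RNAi. MSL2 had 0.42 ± 0.12 at high FA and 0.40 ± 0.20 at low FA (n = 2 each), compared with a mean of 2.70 over the X-chromosomal HAS at high FA. After RNAi against MLE, MSL3 and MOF the MSL1 ratios were 3.42 ± 0.36, 3.52 ± 0.37 (n = 2 each) and 3.71 ± 0.11 (n = 3), and 3.65 ± 0.47 (n = 3) in the GST control of MOF RNAi. None of these changes passed the test in limma (-0.62 for MLE, -0.52 for MSL3 and 0.06 for MOF RNAi). The 2-state HMM called all 4 probes bound in each condition, MSL2 included.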

Interestingly, the single autosomal site that was picked up at the chosen threshold by our approach binds MSL1 robustly in the absence of significant amounts of MSL2 (Figure 7A). This is remarkable considering the widely held belief that MSL1 and MSL2 mutually depend on each other for chromosome interaction [19],[26]. To address the stoichiometry of DCC subunits at autosomal sites more systematically we identified all binding sites for MSL1, MSL2 and MOF statistically and found that these three proteins do not colocalize on most sites, with MSL2 showing the lowest occupancy (Figure 7C). 

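MSL1 bound many more autosomal sites than MSL2. Runs of at least 5 bound probes gave 752 MSL1 sites in untreated cells (n = 4 arrays), of which 169 lie on 2L, 125 on 2R, 140 on 3L and 318 on 3R. For MSL2 at high FA (n = 2) 273 autosomal sites were found, and 206 of the MSL1 sites (27.39%) overlapped one of them by at least 1 base. These MSL2 sites rest mostly on the HMM, which called 3407 autosomal probes bound by MSL2 and 10810 by MSL1. With each probe tested alone at an adjusted p under 0.05 (limma), 27 and 2851 were bound. At the autosomal MSL1 sites the mean log2 enrichment was 0.69 for MSL1 and 0.17 for MSL2, a difference of 0.52. On the MSL1 target windows of X it was 1.63 and 1.04, a similar difference of 0.59, and at HAS 2.76 and 2.70. Autosomal sites and target windows were chosen on MSL1 binding, which favours MSL1 over MSL2 in both. MSL1 had similar means at autosomal sites with MSL2 (0.71) and without (0.68), and MSL2 had 0.33 and 0.11. At the promoter of oaf, MSL1 had 1.61 ± 0.50 (SD, n = 4) and MSL2 0.44 at high FA.
The MOF profile of Fig. 7C was not analysed here. Without MSL2 high FA replicate 2, MSL2 sites numbered 45 and overlaps 26, and without replicate 1 they numbered 213 and 106. With the dye of the IP as a covariate, 489 MSL1 sites were found. From the altered stoichiometry, the paper proposes that the interdependence of MSL1 and MSL2 for binding to chromosomes depends on the context.

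**Figure D5:**
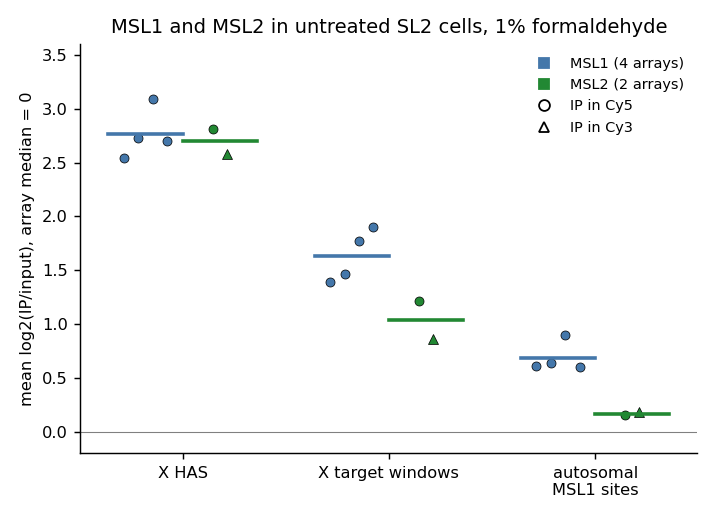
Mean log2 enrichment ratio (IP/Input) of MSL1 in untreated cells against that of MSL2 at high FA for HAS, other X-chromosomal MSL1 targets and autosomal MSL1 sites. Autosomal sites have means of 0.69 for MSL1 and 0.17 for MSL2.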

Intriguingly, on autosomes MSL1 mainly binds to promoters of active genes (as seen e.g. in Figure 7B). These are depleted of nucleosomes, in analogy to X chromosomal HAS: probes within the autosomal binding sites show significantly reduced histone H3 content (p-value = 3.4e-14; two-sided t-test). Sequence analysis of the autosomal sites with strongest MSL1 binding revealed dinucleotide repeats (mainly GA and CA) similar to the ones that characterize the X chromosomal HAS (Datasets S1 and S2). One notable difference between MSL1 binding sites on the X and on autosomes is that whereas X chromosomal HAS usually display a rather broad MSL1 distribution, MSL1 binding at autosomal sites is spatially restricted and does not spread substantially onto the adjacent active chromatin, even at sites where all tested complex components colocalize (Figure 7B). This is confirmed globally by the autocorrelation of MSL1 binding on a smoothed profile with a spacing of 500 bases, which shows that binding domains on the X are much broader than those on autosomes [compare Figures 7E and F, autocorrelation (ACF) of >0.5 within 10 kb (X) or of 0.5 at a maximum of 2 kb (3R)], the latter most likely reflecting rather restricted or singular binding events blurred by the ChIP resolution of about 500 bases. Furthermore, MSL1 binding to autosomal sites not only remains upon reduction of MOF, MSL3 or MLE through RNAi, but is even increased under those conditions (Figure S3). This might reflect a re-distribution of MSL sub-complexes from the X to autosomes after elimination of the spreading component.

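The 752 autosomal MSL1 sites of untreated cells (n = 4 arrays) were shorter than the runs of bound probes on X. Their median length was 1047 bases, with an upper quartile of 1744 bases, while the 1019 runs on X had a median of 3560 bases and an upper quartile of 8248. The longest autosomal site spanned 12006 bases and the longest run on X 85337 bases. These are lengths of all MSL1-bound runs on X, not of the areas around HAS alone, and no test was run on them.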

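On the X chromosome, the autocorrelation of MSL1 binding in untreated cells fell below 0.5 at a distance of 12.5 kb, and on 3R at 3.5 kb. At a distance of 2 kb it was 0.916 on X and 0.593 on 3R, and at 10 kb it was 0.562 and 0.306. The mean profile of 4 arrays was used, in bins of 500 bases with a running mean over 3 bins. Single arrays gave 10.5, 10.5, 12.5 and 13.5 kb on X (replicates 1 to 4), and 1.5, 1.5, 2.5 and 8.5 kb on 3R. The distance on 3R was 2 kb without replicate 4 and 1.5 kb without the running mean.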

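Autosomal MSL1 sites kept MSL1 after each RNAi. At low FA the mean log2 enrichment over the 752 sites was 0.73 ± 0.23 (SD, n = 3) after GST RNAi and 0.99 ± 0.10 (n = 3) after MOF RNAi, a change of 0.26 with 83.5% of the sites higher. For MLE RNAi it was 1.02 ± 0.03 and for MSL3 RNAi 1.08 ± 0.01, against 1.00 ± 0.09 in their GST control (n = 2 each), changes of 0.03 and 0.08 with 51.9 and 64.5% of the sites higher. The promoter of oaf had 2.88 after GST RNAi, 2.65 after MLE RNAi and 2.69 after MSL3 RNAi, and at low FA 2.76 ± 0.35 after GST RNAi and 3.05 ± 0.18 after MOF RNAi (n = 3 each). The number of autosomal probes bound by MSL1 was 21569 after MLE RNAi and 23499 after MSL3 RNAi, against 18104 after GST RNAi, and at low FA 17902 after MOF RNAi against 13464, counts without a test. Limma called 1 site, which rose after MOF RNAi: on 3R from 17024734 to 17025316 (7 probes), from 0.56 ± 0.17 to 2.20 ± 0.49 (adjusted p = 0.0405), named here after its values were seen.
The set as a whole rose after MOF RNAi by limma's fry (p = 0.0273; exact permutation test, p = 0.2), not after MLE (p = 0.835) or MSL3 RNAi (p = 0.526). Relative to other autosomal windows the difference was 0.26 (camera, p = 2.62e-09; p = 0.136 with an estimated correlation). At an unadjusted p under 0.05, 87 sites were higher and 8 lower after MOF RNAi. No exact test at this size can pass, and by fry the call was lost within the shared day (0.21, p = 0.0994), with the day as a block (0.21, p = 0.157), and without GST RNAi replicate 2 (0.15, p = 0.144), GST RNAi replicate 3 (0.25, p = 0.0616) or MOF RNAi replicate 2 (0.26, p = 0.0582). It was also lost, again by fry and not an exact test, with these 2 groups alone in the fit (p = 0.139) and with each way of scaling the arrays tried except the normexp background. The MLE RNAi estimate was -0.04 without GST RNAi replicate 1. For the increase it reports at autosomal sites, the paper raises a move of subcomplexes from X to autosomes as a possibility.

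**Figure D6:**
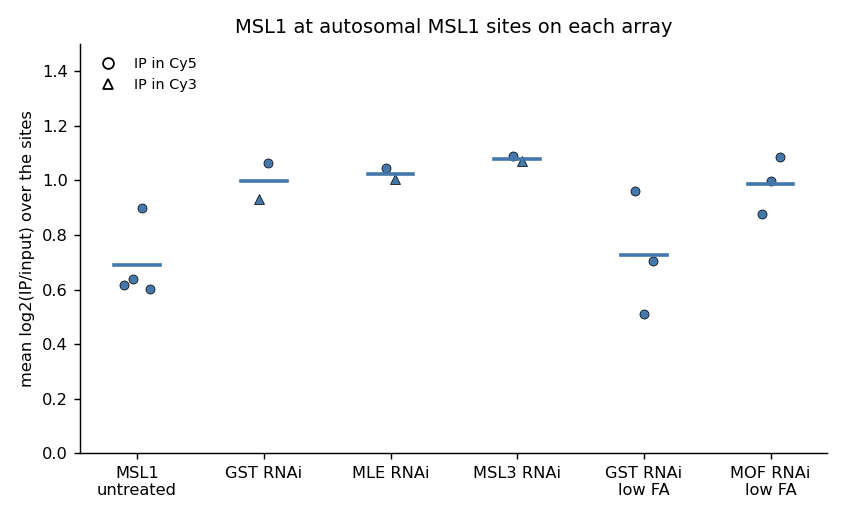
Mean log2 enrichment ratio (IP/Input) of MSL1 per array at 752 autosomal MSL1 sites in each condition, with circles for arrays with the IP in Cy5, triangles for Cy3 and horizontal lines for the means. The mean is 0.73 after GST RNAi and 0.99 after MOF RNAi at low FA.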

### Chromosomal Organization of Dosage Compensation

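From the first site, starting at 329513, to the last, ending at 21665014, the sites of Table S1 cover nearly the whole X chromosome. Of the 129 distances between neighbours, 60 (46.51%) lie between 60 and 300 kb. No share of random distances in this range is given here, so the count does not show a preferred distance. The coefficient of variation of the distances was 1.158, and 1000 sets of the same number of random positions gave a median of 0.992 with 95% of the sets between 0.834 and 1.18. Random positions had a median distance of 112.9 kb.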

The 130 HAS defined by our analysis are distributed all along the X chromosome with a preferred distance between 60–300 kb. If the HAS were the primary organizers of larger dosage compensation domains, we would expect a relationship between the robustness of transcriptional compensation of genes and their distance from the nearest sites. Figure 8 shows that this is actually the case. Dosage compensation reflected by the drop of transcript upon ablation of MSL2 by RNAi decreases with growing distance (Figure 8A). On the other hand, the further away a given gene is from a HAS, the more dependent is its compensation on the spreading factors MOF and MSL3 (Figures 8B & C). This finding demonstrates that the HAS we have identified play a role as organizers of compensated domains.

**Figure 8:**
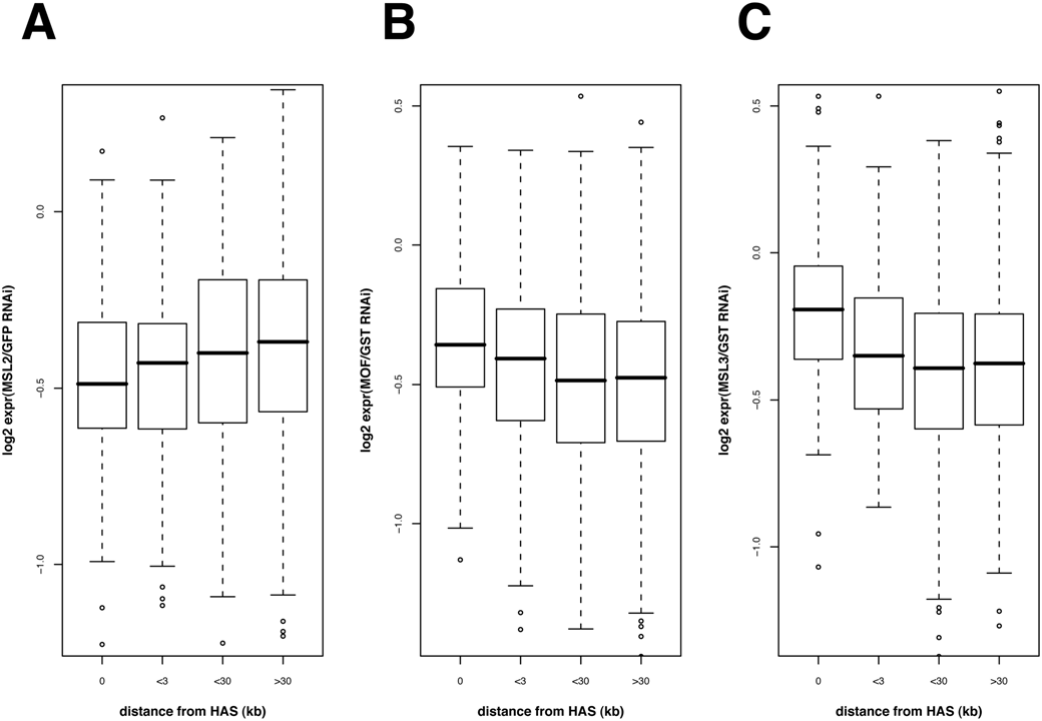
Compensation of X-linked genes is dependent on distance from high-affinity sites (HAS). Based on microarray expression profiling studies the relation of mean fold changes (log2) in gene expression after RNAi and the genes' distance from the closest HAS is depicted. A distance of 0 indicates that the HAS is directly within the gene. Effects of MSL2 (A), MOF (B) and MSL3 (C) knockdown are displayed as boxplots on gene groups of varying distance. For clarity, extreme outliers have been omitted from the panels. Genes located more than 3 kb away from the next HAS respond significantly less to MSL2 RNAi (p-value 0.00087; two-sided t-test). On the contrary, upon MOF and MSL3 RNAi these genes are stronger affected (p-value 3.115e-05 and 5.804e-08, respectively).

## Discussion

Combining differential crosslinking and RNAi interference against the DCC subunits previously shown to be required for the ‘spreading’ of the complex from high affinity or ‘entry’ sites we identified 131 high-affinity sites (HAS) of the *Drosophila* dosage compensation complex in male SL2 cells. This set of sites contains all previously identified HAS (or chromosomal entry sites, CES) and a representative selection colocalizes with interbands on polytene chromosomes that had been described as harboring primary binding sites for the DCC in previous genetic analyses. The sites we now identified thus have similar properties to the ones identified by genetic means. Our study not only provides a much large number of such sites, but also resolves their positions and widths much more precisely than enabled by the polytene chromosome analyses. Most importantly, our study suggests that the HAS have a function in dosage compensation since we observe a positive correlation between the proximity of genes to a HAS and the extent of dosage compensation. Conversely, the further away genes reside from the nearest HAS the more they depend on the spreading factors such as MOF or MSL3 for enhancement of transcription. The 130 X-chromosomal HAS are distributed all along the chromosome with a predominant spacing between 60 and 300 kb. The realm within which loci profit from the presence of a high affinity ‘DCC attraction center’ may be of the same order of magnitude. However, we generated the inventory of HAS by applying fairly stringent thresholding criteria. Less stringent selection criteria will undoubtedly reveal a large number of sites with degenerate features and lower affinities that may serve as ‘relay stations’ for DCC spreading and may contribute cumulatively to concentration of the DCC on the X chromosome[27]. Finally, the linear display of DCC–chromosome interactions in a browser obviously does not reflect the three-dimensional path and packaging of the chromosomal fiber, which might facilitate transfer of a chromatin-bound complex between distant loci.

Under normal circumstances the DCC binds with high preference to transcribed and, indeed, coding sequences [9],[10]. Our observation that a transcribed region upstream of the *Nej* gene harbors a strong site in our set of binding sites but is not occupied in polytene chromosomes may, therefore, be due to differences in the transcription status between salivary glands and SL2 cells. Selection for sites of higher affinity leads to preferential loss of DCC from coding sequences, and under low-crosslinking conditions the majority of DCC binds at non-coding sequences in UTRs, introns, and also outside of the transcribed sequences in presumed regulatory and intergenic regions. Apparently, coding sequences have a lower affinity than non-coding sequences. At least part of the attraction of the DCC to transcribed sequences is due to the histone H3K36me3 mark, which is co-transcriptionally placed by Set2 and may provide a docking site for MSL3 [21]. However, this modification marks all transcribed sequences on autosomes as well and cannot be responsible for primary targeting. If, as suggested by this and previous work [10],[13],[24],[28], DNA sequence motifs contribute to DCC targeting, the observed preference for HAS outside of coding regions makes sense: assuming that binding affinity increases as sites conform with an idealized ‘consensus’ sequence, evolution of HAS with better defined sequences will be limited at coding regions where the main selective pressure is on preserving protein coding. If coding regions contain sequence elements that bind DCC they may, therefore, be of lower affinity and hence be preferentially lost as the stringency of the selection increases.

Sequence analysis of the HAS did not lead to the identification of a single motif that could explain the HAS interaction pattern. Rather, we found low complexity sequences, in particular GA and CA dinucleotide repeats, generally enriched in HAS, but in no instance present in more than 50% of the sites. The results of the sequence analysis fluctuate considerably depending on the selected training set, the analysis parameters and algorithms used. The only motif that was found consistently within the set of HAS that is also enriched on the X chromosome is an almost perfect 11mer of GA. We previously identified similar repeats employing very different strategies [10],[13]. Blocks of GA are also important for targeting the DCC to a nucleosome-free region within the roX2 gene [22].

Recently, Kuroda and colleagues published a similar study including high resolution mapping of HAS of the Drosophila DCC [29]. Even though they used *Drosophila* embryos and different experimental approaches (e.g. genetic knockouts instead of RNAi and Solexa sequencing in addition to tiling array analysis) the results of the two studies match surprisingly well. In fact, 90 of our 130 X-chromosomal HAS perfectly overlap with the chromosomal entry sites (CES) from the Kuroda lab (the differences in sites may well be explained by the different transcriptional status of the cells/embryos employed in the two studies). The GA-based sequence motif that we found enriched in the HAS perfectly covers the consensus MSL response element of the Kuroda lab and they also observe a comparable histone depletion among their HAS. Using a reporter gene assay a role for the GA-rich sequence element in transcription activation was documented [29]. This not only confirms the suitability of our experimental approach but also reveals that a large fraction of HAS overlap in different specimens.

How GA repeat motifs contribute to DCC loading is not known, but several scenarios may be considered. So far, a direct interaction of DCC subunits with specific DNA elements cannot be excluded. Further, DCC targeting may rely on interaction with an accessory protein with appropriate sequence preference, such as Pipsqueak or the GAGA factor (GAF) encoded by the *Trithorax-like* (*Trl*) gene. These two GAG-binding proteins colocalize at numerous sites on polytene chromosomes [30]. Hypomorph *trl* mutants show a male-specific lethality if the levels of MSL1 and MSL2 are reduced [31]. However, GAF only colocalizes with MSL2 at one out of 33 HAS and mutant larvae with strong *Trl* alleles show no obvious alteration of the DCC binding pattern on polytene X chromosomes. However, they display an increased number of autosomal binding sites, which may indicate a certain perturbation of targeting [31]. GA-rich elements may synergize with other DNA sequences (and hence other interacting factors) to form HAS, as previously suggested [13],[24]. Local clustering of two unrelated DNA sequence motifs, neither of which is particularly enriched on the X chromosome, appears to be crucial for targeting the DCC in *C. elegans* [32].

The affinity of a given DNA sequence for an interacting factor is strongly lowered by its nucleosomal organization [27]. Chromatin serves as a general thresholding system to present only those binding sites that reside in an appropriate non-nucleosomal context or benefit from nucleosome remodeling [33]. Interestingly, we find that the HAS, independent of whether they are located in regulatory regions, introns or outside of transcribed sequences, tend to be depleted of nucleosomes. Nucleosome depletion alone is not a stringent determinant of DCC association since many sites of low nucleosome density do not contain HAS or are not bound by the complex. Conversely, not all HAS are entirely nucleosome-free. Nevertheless, an improved definition of HAS may require considering the degree of nucleosome occupancy of sites in addition to the actual sequence itself. Nucleosome disruption may be brought about by ATP-dependent nucleosome remodeling or by competition of DCC binding with nucleosome assembly at the replication fork [34]. In the latter scenario the absence of nucleosomes would be a consequence of DCC binding rather than a requirement for interaction. Nucleosomes are also disrupted by the progression of the elongating RNA polymerase, a fact that may explain the recent observation that DCC binding to a sequence element within the MOF gene benefited from transcription [28].

Dinucleotide repeats and nucleosome depletion are also characteristic of autosomal MSL binding sites, however, these sites differ from HAS by two interesting features. First, we observed an altered stoichiometry of MSL proteins at autosomal sites, which often appear to lack MSL2. At these sites the colocalization of MSL1, MSL2 and MOF is the exception rather than the rule, suggesting that the known interdependence of MSL1 and MSL2 for chromosome association [19] is not absolute, but context-dependent. Second, binding of MSL proteins to autosomal sites appears unusually confined and does not spread onto the adjacent active chromatin as is commonly observed for X-chromosomal HAS. Lack of spreading is also found in the presence of MSL2. Because the distribution of MSL proteins from initial targeting sites is strongly facilitated by transcription of roX RNA from the same chromosome [11],[21],[35], we speculate that autosomal sites may be bound by MSL proteins in the absence of roX RNAs.

Our data are consistent with a multi-step model of X chromosomal targeting by the DCC, which involves assembly of the complex with nascent roX RNA within the X chromosomal territory, followed by its diffusion to and concentration by the set of HAS, which we have identified in this study. Distribution to all target genes may then be brought about by large numbers of low affinity sites and the transcription-associated H3K36 methyl mark.

## Materials and Methods

### *Drosophila* Cell Culture and RNA Interference

Cultivation of the male *Drosophila* cell line SL2 and RNA interference of target genes were carried out as described previously [36]. In brief, 1×10^6^ SL2 cells were incubated with 10 µg dsRNA for 1 hour in serum-free medium. After addition of serum-containing medium, cells were incubated for 7 days at 26°C before chromatin preparation. Preparation of whole cells extracts and western blot confirmation of target gene knockdown has been described previously [36]. Depletion efficiency was quantified using a Li-Cor Odyssey system using α-tubulin as a reference. Sequences of primers used for dsRNA production are listed in Table S2.

### Chromatin IP

SL2 cells were crosslinked in growth medium using 1% formaldehyde for 60 minutes in icewater. Alternatively we used 0.1% formaldehyde for 10 minutes at RT (low formaldehyde crosslinking). Fixation was quenched by addition of glycine to a final concentration of 125 mM. After washing, cells were resuspended in RIPA buffer and sonicated using a Bioruptor (Diagenode, Belgium) 8 times 30 seconds using the ‘high’ setting. Fragment size of the obtained chromatin was checked to be between 300 bp and 700 bp. Chromatin was precleared using a protein A/protein G-sepharose mixture for 1 hr at 4°C. 200 µl chromatin was incubated with appropriate amounts of antibodies in a total volume of 500 µl RIPA buffer at 4°C overnight. After washing and crosslink reversal, immunprecipitated nucleic acids were purified on GFX columns (GE Healthcare). Input chromatin serving as reference sample was treated accordingly. Overall, we performed immunoprecipitations for MSL1 (4 biological replicates) and MSL2 (2 replicates) on chromatin from untreated SL2 cells. In addition, we precipitated MSL1-containg chromatin after GST, MSL3, or MLE RNAi (2 replicates each). After low formaldehyde crosslinking, we performed ChIP for MSL2 from untreated cultures (2 replicates) and MSL1 IP after GST or MOF RNAi (3 replicates each). The rabbit polyclonal MSL1 and MSL2 antibodies used in this study were described elsewhere [10],[24].

### Tiling Array Analysis

Input and IP DNA were amplified using the WGA kit (Sigma) according to an online protocol (http://www.epigenome-noe.net/researchtools/protocol.php?protid30). Labeling and hybridization to NimbleGen arrays was carried out at ImaGenes (Berlin, Germany). We used a custom array layout (approx. 1 probe/100 bases) comprising the euchromatic part of the entire X chromosome, 5 MB of 2L, 2R and 3L, respectively, as well as 10 MB of 3R. Data analysis was performed using R/Bioconductor (www.R-project.org; www.bioconductor.org). Raw signals of corresponding experimental replicates were normalized using the ‘vsn’ package [37]. Enrichment statistics (IP versus input signals) were computed using the ‘sam’ algorithm within Bioconductor [38]. Fdr values of the sam statistic were determined using ‘locfdr’ [39]. Region summarization was performed using the HMM algorithm of TileMap [40]. Probes were considered to be bound significantly if the posterior probability of the HMM was greater than 0.5. Statistical tests and presentations were performed using R defaults if not indicated otherwise. Details about high-level computations are available upon request. Visualization was carried out by loading the mean enrichment ratios as GFF files into GBrowse (www.gmod.org). All data correspond to *Drosophila* genome version dm2 and annotation version gadfly 4.3. Raw data was deposited at the NCBI gene expression omnibus, GEO (data series GSE12292). Wild type profiles and locations of high-affinity sites are available for browsing at http://genome1.bio.med.uni-muenchen.de.

### Additional Data Sources

The histone H3 profile and regions of histone depletion in SL2 cells were calculated from the GEO data series GSE8557 [21]. Gene expression changes upon RNAi of MSL2 in SL2 cells were derived from [41]. MOF and MSL3 knockout data were downloaded from ArrayExpress, accession E-MEXP-1505 [42].

### Immuno-FISH on *Drosophila* Polytene Chromosomes

FISH probes spanning the selected high-affinity sites were PCR amplified from genomic DNA. Primer sequences for the individual probes are listed in the supplement (Table S2). Immuno-FISH was performed exactly as described online (http://www.epigenome-noe.net/researchtools/protocol.php?protid4).

## Supporting Information

Figure S1 MSL3 and MLE RNAi reduce MSL1 binding to coding sequences. A) Genome browser snapshot with gene spans and gene models. MSL1 binding profiles after GST, MSL3 and MLE RNAi are provided. Depicted is the log2 of the mean enrichment ratio (IP/Input) of 2 replicate experiments. B) Barplot showing the relative distribution of probes significantly bound by MSL1 after GST, MLE and MSL3 RNAi with respect to functional genomic context. Proximal probes are defined as those located within 500 bases up- or downstream of genes. C) Boxplot of changes in MSL1 enrichment after MLE and MSL3 RNAi on MSL1 target probes. Colour grouping of boxes corresponds to functional context. The left box of the duplicates corresponds to MLE RNAi , the right one to MSL3 RNAi.
(1.78 MB TIF)

Figure S2 MSL1 binding is resistant to RNAi at high-affinity sites: Boxplots of probe-level MSL1 enrichment changes in MSL1 binding regions after RNAi divided into HAS and non-HAS probes for different RNAi experiments. P-values of two-sided t-tests are provided.
(0.40 MB TIF)

Figure S3 Autosomal MSL1 sites are resistant to MOF RNAi. A) Absolute changes in the number of autosomal probes that are significantly enriched in MSL1 and (B) the corresponding relative changes. C) Differences in MSL1 signal on MSL1 target probes after MOF RNAi grouped by functional context.
(0.30 MB TIF)

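Table S1 gives a chromosome, a start and an end in build dm2 for each HAS. It lists 130 sites on X and 1 on an autosome. Of those on X, 129 hold at least 1 probe of the array, and the site from 10697313 to 10697614 holds 0 and could not be measured. The regions derived here from the arrays overlapped 125 of the 130 X-chromosomal sites (96.15%), and 125 of the 145 regions (86.21%) overlapped a listed site. Without MSL2 low FA replicate 2, 57 of the sites were found, and without MLE RNAi replicate 2 all 130. Together the measured X-chromosomal sites hold 1310 probes.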

Table S1 List of all high-affinity sites identified by our approach.
(0.03 MB XLS)

Table S2 Sequences of primers for generation of dsRNA and primers for FISH probe productions.
(0.02 MB XLS)

Dataset S1 Exemplary MEME analysis output of the top 30 high-affinity sites.
(0.20 MB DOC)

Dataset S2 Exemplary MEME analysis output of the top 20 autosomal MSL1 binding sites.
(0.20 MB DOC)

How the deposited data were processed for this re-analysis (not part of the article)

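The samples are 20 ChIP-on-chip hybridizations of SL2 cells on a custom NimbleGen tiling array of 384688 probes. MSL1 was profiled in untreated cells (n = 4) and after RNAi against GST, MLE and MSL3 (n = 2 each) at 1% formaldehyde for 60 min, and after RNAi against GST and MOF (n = 3 each) at 0.1% for 10 min. MSL2 was profiled in untreated cells at both levels of formaldehyde (n = 2 each). IP and input DNA were amplified, labelled with Cy5 and Cy3 and hybridized together, and the labels give the dye of the IP for each array.

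The authors deposited the scanner intensity of each probe and dye as written by NimbleScan (versions 2.3.18, 2.3.75, 2.3.77 and 2.4.27 in the file headers), with no normalization. The authors also deposited a table of log2 ratios of IP to input, for which the methods name a variance-stabilizing calibration (vsn) of the raw signals within each set of replicates. Per array, these log2 values had a slope of 0.83 to 1.02 and a correlation of 0.914 to 1.00 with the log2 ratio of the intensities. Their medians lay between -0.05 and 0.16. The median IP signal over all probes was at least 3.93 times that of the random probes.

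The log2 ratio of IP to input was computed from the intensities with numpy 2.4.6 and pandas 2.3.3 in Python 3.11.15, with its sign set by the dye of the IP, and centred on the median of all probes of the array. Each probe was fitted with limma 3.58.1 (R 4.3.3) over all 20 arrays with a mean per condition. The moderated t of each condition went into a 2-state hidden Markov model, compiled with numba 0.67.0, whose unbound state is a normal distribution with the median and spread of the autosomal probes, whose bound state and transitions were fitted by expectation maximization, and whose chains break at gaps over 1 kb. Probes with a posterior above 0.5 were called bound. SAM, locfdr, vsn and TileMap, which the methods name, were not installed, so these calls stand in for theirs.

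Regions were the 43057 windows of 1 kb with at least 5 probes, the 129 sites of Table S1 on X that hold a probe, the autosomal sites (runs of at least 5 bound probes with gaps of up to 500 bases bridged) and the X-linked genes drawn in Figs. 2A, 3A, 4A, 4B and 6A, whose spans were read by eye. Their mean log2 ratios were compared with limma, with p-values adjusted by Benjamini-Hochberg and a threshold of 0.05. Sets of regions were compared with fry and with camera, the latter with a preset correlation of 0.01 and with an estimated one (statmod 1.5.0). Means per array were compared by 2-sided exact permutation tests and correlations by circular shifts along the chromosome, in scipy 1.17.1. Sites of high affinity were derived again from the sum of 4 z-scores with a running mean of 500 bases on a grid of 100 bases. Autocorrelation used bins of 500 bases with a running mean over 3 bins. Figures were drawn with matplotlib 3.10.9.

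The comparisons were MLE and MSL3 RNAi with GST RNAi at high FA, MOF RNAi with GST RNAi at low FA, MSL2 at low with high FA, and GST RNAi at low with high FA. The comparisons, tests, regions, named sites and genes and most alternatives were fixed before the data were examined. The rule for names took the sites of Table S1 that a figure places beside a gene, the promoter of oaf, the genes drawn in the figures, and per comparison the 3 sites of Table S1 with the largest fall and the 3 with the largest rise among those past the threshold whose arrays do not overlap. Table S1 and the figures had been seen by then. Others are said to be named after their values were seen.

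The alternatives were a calibration of the vsn type (an implementation of its generalized logarithm, fitted to 90% of 20000 probes), the deposited table, centring on the autosomal probes, division by each array's SD, and normexp background correction with an offset of 50. Others were a posterior above 0.9, each probe tested without the hidden Markov model, each condition or pair of groups fitted alone, windows of 500 bases with at least 3 probes, the dye of the IP as a covariate, the replicate number as a block, other thresholds and lengths of sites, and each array left out in turn. The replicate numbers are not stated to pair arrays. In the comparisons of MLE RNAi, MSL3 RNAi and MSL2, the deviations of the arrays from their group means correlated positively between arrays with the same IP dye (r of 0.504 to 0.779), which carry different numbers, and crossed numbers were therefore also tried as a block. The headers give the day on which each file was written. The day was used as a block over the 14 arrays of days with more than 1 array. Where an alternative leaves 1 array in a group, that array is assumed to vary like the others.

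The methods were tested on simulated data with known answers, which for limma, fry and camera took the spread of these arrays. The hidden Markov model called 96.7 to 99.5% of the bound probes and 0.0230 to 0.213% of the unbound ones. There its own calls on the arrays served as the truth, and t was drawn independently for each probe from its fitted states. These shares show that the fit recovers its own model, and they are not error rates on the arrays. The derivation of sites found 117 of 117 simulated sites in 125 regions. A calibrated log2 ratio of 1.5 was estimated as 1.53, and a true autocorrelation distance of 5000 bases as 5500. Where some windows were changed, limma also called 0 to 8 unchanged windows in a comparison. With no change simulated, fry gave a p under 0.05 in 0 to 3 of 20 simulations, and camera with its preset correlation in 0 or 1 of 20. The noise was drawn independently for each window and site, while the estimated correlation between sites on the arrays was 0.594. These shares therefore cannot show how often fry or camera errs on the arrays.

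Functional context (coding sequence, UTR, intron) and sequence motifs were left out, since neither the gene annotation nor the sequence of build dm2 was at hand. The MOF profile, histone H3, RNA polymerase II and expression data are not analysed here. No array was left out of the comparisons.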

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

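The tests of the day, of the scanner ceiling and of the dye of the untreated arrays, and 3 of the 4 comparisons with other splits of the arrays (windows, single autosomal sites and the target mean), were chosen only after the result was seen.

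The test of the difference between MSL2 and MSL1 singled out HAS: from high to low FA the change at HAS minus that at other targets was -0.34 for MSL2 (camera of limma with its preset correlation, p = 2.84e-10; p = 0.296 with an estimated correlation) and 0.37 for MSL1 after GST RNAi, a difference of -0.72 (p = 1.01e-17; p = 0.163 with an estimated correlation), so the call is lost with an estimated correlation. The tables argue against saturation, since 0% of the HAS probe values of the MSL2 arrays were at the scanner ceiling. A compressed range of the low FA MSL2 arrays stays open: HAS lay 0.57 (SD 0.34) above the line through the other targets, a value set beforehand to count against it, but with the slope of 0.467 compression alone lowers HAS more than was seen, so HAS above the line exclude nothing. The day cannot be told apart from the FA level, because no day holds MSL2 arrays of both levels, and with the day as a block, which compares through the MLE and MSL3 RNAi arrays, the MSL2 difference was -0.85; the GST RNAi arrays are also unbalanced in dye, and with the dye as a covariate the difference between the proteins was -0.84. A different dependence of the 2 proteins on crosslinking may remain as a biological explanation and was not tested.

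MSL1 at the autosomal MSL1 sites was higher after MOF RNAi by 0.26 (fry of limma, p = 0.0273; exact permutation test, p = 0.2), and this call ended under most ways of scaling and without single arrays. The tables argue against centring on a median that falls with X, since the change at the sites minus that of the other autosomal windows was 0.257, although the change with autosomal centring was 0.18 and did not pass the test. They also argue against dye effects as the origin of the sites, since the lowest mean ratio at the sites over the MSL1 arrays with the IP in Cy3 was 0.93. A difference between days stays open: replicate 3 of MOF RNAi has a day of its own, and within the day that holds both groups the change was 0.21 and did not pass the test. A move of MSL1 from X to autosomes after loss of a spreading factor may contribute and was not tested separately.

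More autosomal probes were bound by MSL1 after GST RNAi than in untreated cells (18104 against 10810 probes), a comparison the paper does not report, and MLE RNAi (21569), MSL3 RNAi (23499), MOF RNAi (17902) and GST RNAi at low FA (13464) were also higher. The IP in Cy5 on all untreated arrays also stays open. With the dye as a covariate untreated cells had 5891 and GST RNAi 18489 bound autosomal probes, a result set to count against it. But the dye effect taken from the untreated arrays is estimated on other conditions alone. With it the spread of t over autosomal probes rose from 0.929 to 1.62 in untreated cells and from 0.880 to 1.05 after GST RNAi. This may lower the count of untreated cells by itself, so the lower count cannot exclude the dye. The larger number of untreated arrays stays open, because pairs of them had between 7889 and 13810 bound autosomal probes, below 18104 but by less than 1.5 times for the highest pair. The day cannot be told apart from the treatment, since 0 days hold MSL1 arrays of both untreated and RNAi-treated cells. A response of the cells to the RNAi treatment may be a biological explanation and was not tested.

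On replicate 3 of untreated cells, the mean MSL1 ratio at the autosomal sites was 0.90, far from the other 3 arrays. On the same array the autosomal sites exceeded the other autosomal windows by 1.00, also far from the others. On replicate 4 of untreated cells, a HAS had a higher MSL1 ratio than another target window in 84.9% of all such pairs, and a target window a higher ratio than another X window in 98.2% of pairs, both far from the other 3 arrays. In all, 11 measures were tested for such arrays, and chance gives about 1 in 20.

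After MOF RNAi, the 10 splits of the 6 arrays into groups of 3 are too few for a share under 0.05, and for each measure only 1 of the 10, the real split, gave a value as large as its own. It gave 1362 changed windows, with 397 in the highest other split, which sets GST RNAi replicate 1 with MOF RNAi replicates 1 and 2. It gave 1 changed autosomal site against 0, a target change of 0.62 in size against 0.57 and a difference of HAS to other targets of 0.47 against 0.27. The highest other split of the last 2 measures sets GST RNAi replicates 1 and 2 with MOF RNAi replicate 3. No split follows the days, since replicate 3 of MOF RNAi alone has another day.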

How the results depend on the processing

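The blocks by day and by crossed replicate number, and the dye covariate for bound probes and autosomal sites, were chosen only after the data were seen. Of 650 values of 43 results of whole comparisons under the alternatives, 541 kept direction and side of the threshold with a similar size, 22 lost a call, 2 gained one, 74 moved in size and 11 reversed. Of 3096 values of 215 results at single sites and genes, the numbers were 2888, 41, 46, 121 and 0. Windows changed after MLE or MSL3 RNAi stayed at 0 throughout, and HAS minus other targets kept its direction for MSL2 at low FA, MOF RNAi and GST RNAi at low FA throughout. With each probe at an adjusted p of 0.05, the net change of bound probes was -29.99% for MSL3 RNAi, -91.6% for MSL2 and -36.3% for MOF RNAi, and the share lost was 25.1% for MLE RNAi, 35.9% for MSL3 RNAi, 91.8% for MSL2 and 43.7% for MOF RNAi. The vsn type of calibration gave 41.2% of MSL2 probes lost and 0.21 at autosomal sites after MOF RNAi (call lost). The deposited table gave 43.0% lost for MSL2, a net change of -24.8% for MOF RNAi and 0.17 at its autosomal sites (call lost). Autosomal centring gave 0.18 at autosomal sites after MOF RNAi and -0.21 after GST RNAi at low FA (both calls lost). Scaling to unit SD gave 74 lower windows for MSL2, 630 lower and 60 higher for MOF RNAi, target means of 0.00703 for MLE RNAi (reversed) and -0.68 for MSL2 (call gained), and 0.24 (MOF RNAi) and -0.35 (GST RNAi at low FA) at autosomal sites (both calls lost). Normexp background gave 133 higher windows for MOF RNAi and a target mean of -0.64 for MSL2 (call gained). A posterior above 0.9 gave a net change of -33.4% for MOF RNAi, and 177 MSL2 sites and 134 overlapping sites on autosomes. All chromosomes in the net change gave -18.2% for MOF RNAi. With only the 2 groups in the fit, 0 windows were lower and 0 higher after MOF RNAi, and the calls of its target mean (-0.62), of its autosomal sites (0.26) and of those of GST RNAi at low FA (-0.27) were lost; fewer arrays estimate the variance there. The dye covariate gave a net change of -24.3% and 1968 lower and 497 higher windows for MOF RNAi, and 16 lower and 33 higher windows for GST RNAi at low FA. It also gave 489 MSL1 sites and 130 overlapping sites on autosomes, and at sites called with it 0.23 (MOF RNAi) and -0.12 (GST RNAi at low FA), both calls lost. Blocking by replicate number gave 550 lower and 66 higher windows for MOF RNAi and crossed numbers 547 and 68; the numbers are not stated to pair samples. Blocking by day gave 115 higher windows and 0.21 at autosomal sites for MOF RNAi (call lost), a target mean of 0.0444 for MLE RNAi (reversed), and could not be fitted for GST RNAi at low against high FA. Probes in place of regions gave -0.41 (MSL2), 0.55 (MOF RNAi) and 0.41 (GST RNAi at low FA) for HAS minus other targets. Allowing 5% of regions on autosomes gave 406 derived sites, and runs of at least 10 probes gave 432 MSL1, 130 MSL2 and 96 overlapping autosomal sites. Single arrays of replicate 1 and 2 gave 10.5 kb each for the autocorrelation on X, and replicate 4 gave 8.5 kb on 3R. Leaving out each array in turn gave net changes of -15.7 to 17.6% (MLE RNAi), -23.1 to 13.5% (MSL3 RNAi), -39.1 to -4.98% (MSL2; -5.48% without high FA replicate 2) and -32.6 to -22.7% (MOF RNAi; -24.1% without its replicate 2), and shares lost of 3.84 to 19.5%, 4.57 to 29.8%, 26.1 to 41.2% and 32.7 to 42.1%. Windows after MOF RNAi numbered 333 to 3412 lower (425 without GST RNAi replicate 2) and 106 to 792 higher. Target means were -0.20 to 0.0518 for MLE RNAi (reversed without its replicate 1, 0.0326, or GST RNAi replicate 1, 0.0518), -0.35 to -0.10 for MSL3 RNAi, -0.71 to -0.36 for MSL2, -0.82 to -0.37 for MOF RNAi (call lost at -0.37 without GST RNAi replicate 1 and -0.53 without MOF RNAi replicate 2) and -0.0396 to 0.41 for GST RNAi at low FA (reversed without its replicate 1). HAS minus other targets was -0.11 to 0.52 for MLE RNAi and -0.0317 to 0.47 for MSL3 RNAi, each reversed without its replicate 2. Autosomal sites gave -0.0389 to 0.0937 for MLE RNAi (reversed without GST RNAi replicate 1), 0.15 to 0.38 for MOF RNAi (call lost without MOF RNAi replicate 2, 0.26, or 3, 0.21, or GST RNAi replicate 2, 0.15, or 3, 0.25) and -0.39 to -0.16 for GST RNAi at low FA (call lost at -0.34, -0.21, -0.16 and -0.26). Derived sites numbered 60 to 198, with 57 to 130 of the listed sites among them, and autosomal MSL2 sites 45 to 282, with 26 to 223 overlaps (106 without MSL2 high FA replicate 1). The correlation of changes with those of MSL2 was -0.195 to 0.0610 for MLE RNAi (reversed without MSL2 high FA replicate 1), -0.00628 to 0.236 for MSL3 RNAi (reversed without MSL3 RNAi replicate 2; 0.0345 without MSL2 low FA replicate 1), 0.199 to 0.328 for MOF RNAi (0.218 without MSL2 low FA replicate 2, 0.200 without MSL2 high FA replicate 1, 0.224 without MOF RNAi replicate 3) and -0.330 to 0.0202 for GST RNAi at low FA (reversed without MSL2 low FA replicate 2; -0.329 and -0.0143 without MSL2 high FA replicate 1 and 2). Apart from the fits with fewer arrays, the cause was not tested. What signal over background limits was not compared with the number, dye or day of the arrays, and only the levels can be given: the autosomal MSL1 sites had a mean log2 ratio of 0.99 after MOF RNAi and 0.73 after GST RNAi at low FA, and MSL2 at low FA had a mean of 0.43 at targets beyond 50 kb from a HAS.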

Differences from the paper's values

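Of the tests in this part, the dye covariate for bound probes was chosen only after the result was seen. The paper calls a probe bound by a posterior above 0.5 of TileMap's hidden Markov model on SAM statistics, and the calls set beside it here share the threshold but use limma's statistic. The paper does not state whether its percentages are net changes, so both forms are given. A value is taken to differ where one is more than 1.5 times the other and they lie farther apart than the SD of the values with each array left out, and a net gain always differs from a loss.

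For MSL2 at low FA the paper's loss of significant binding is 50%, and here 32.8% of the bound probes were lost, with a net loss of 28.2%. The share lost did not differ from the paper's with the vsn type of calibration (41.2%), the deposited table (43.0%), autosomal centring (33.6%), normexp background (39.2%), a posterior above 0.9 (38.1%), all chromosomes (35.1%) or without MSL2 low FA replicate 1 (41.2%) or 2 (40.3%). It differed with arrays scaled to unit SD, each condition fitted alone, each probe at an adjusted p of 0.05, and without either high FA array. The net loss did not differ with the vsn type of calibration (38.1%), the deposited table (39.7%), normexp background (35.6%), a posterior above 0.9 (35.1%) or without low FA replicate 1 (39.1%). It differed with autosomal centring, unit SD, each condition alone, each probe at an adjusted p, all chromosomes, and without low FA replicate 2 or either high FA array. MSL2 at low FA was bound at 39827 X-chromosomal probes, where the paper's number is about 17000 in Fig. 2B, read by eye. No alternative set before the data were examined came within 1.5 times of it. Each probe at an adjusted p of 0.05 gave 1202, and the others lay between 33060 and 52664.

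After MLE RNAi the paper's loss is 9%, and here the net loss was -0.830%, that is, a small gain. It did not differ from the paper's with the vsn type of calibration (0.164%), the deposited table (0.806%), a posterior above 0.9 (0.0650%), each probe at an adjusted p of 0.05 (13.0%), or without MLE RNAi replicate 1 (7.98%) or 2 (15.7%). That SD was 15.8 points, so values near 0 are called by their sign alone, and 3 of these, under 1%, are not close to the paper's. The values without an MLE RNAi array set 1 array against 2, which may itself lower the count. They are therefore not evidence for the paper's 9%. The net loss differed with autosomal centring, unit SD, normexp background, each condition alone, all chromosomes, and without either GST RNAi array. The share lost, 6.26%, did not differ from the paper's. After MOF RNAi the paper's loss is 23%, and here 35.3% of the bound probes were lost. This did not differ with the vsn type of calibration (34.3%), the deposited table (33.7%), unit SD (33.3%), all chromosomes (33.3%), or without MOF RNAi replicate 2 (33.9%), GST RNAi replicate 1 (32.7%) or 2 (34.5%). It differed with autosomal centring, normexp background, each condition alone, a posterior above 0.9, each probe at an adjusted p, and without MOF RNAi replicate 1 or 3 or GST RNAi replicate 3. With the dye as a covariate, an alternative chosen after seeing the values, it was 32.1%, which does not differ. The net loss of 29.0% did not differ from the paper's.

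On autosomes, 752 MSL1 sites, 273 MSL2 sites and 206 MSL1 sites that overlap MSL2 were found, where the paper's numbers are about 120, about 27 and about 14 in Fig. 7C, read by eye. The paper states no rule for joining probes into sites. For MSL1, all alternatives set before the data were examined differed (432 to 847 sites). For MSL2 and for the overlap, leaving out MSL2 high FA replicate 2 gave 45 and 26, which do not differ from the paper's, and all others differed.

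The paper lists an autosomal HAS on 3R from 2919913 to 2920214, whereas the autosomal region derived here lies on 3R from 11034300 to 11034700, and the sum of z-scores peaked at 15.1 in the first and at 15.43 in the second. The paper states that the site at CG14612 binds no significant amount of MSL2. Here all 4 of its probes were called bound by MSL2 at a mean log2 ratio of 0.42, while MSL1 had 2.38. The MSL2 ratio is far below the mean of 2.70 at HAS. The paper states that MSL1 at autosomal sites rises after RNAi against MLE and MSL3 as well as MOF. The number of bound autosomal probes was higher here after all 3: 21569 (MLE) and 23499 (MSL3) against 18104, and 17902 (MOF) against 13464. The mean changes at the sites were 0.03, 0.08 and 0.26, and only the last passed by fry. The exact permutation test did not pass there (p = 0.2, where 0.1 is the smallest possible), and fry lost the call with the day as a block, under 4 of 5 other scalings and without single arrays. The paper states that low FA altered the MSL1 pattern after GST RNAi much as it did that of MSL2. Here the changes from high to low FA correlated at r = -0.159 across target windows, with means of 0.21 for MSL1 and -0.53 for MSL2. The contrast of HAS with other targets depends on the measure. The change at HAS minus that at other targets was 0.37 for MSL1 and -0.34 for MSL2. Against the line through the other targets, however, HAS lay above for both, at 117 of 129 sites for MSL1 (mean 0.51) and 125 for MSL2 (mean 0.57). Most HAS lie beyond the range of the windows behind that line. The signs of r and of the MSL1 mean rest on single arrays, with r = 0.0202 without MSL2 low FA replicate 2 and an MSL1 mean of -0.04 without GST RNAi low FA replicate 1, and for this MSL1 pair the day is confounded with FA and the dye is unbalanced. The MSL2 arrays at low FA also share a day with the GST RNAi arrays at high FA, so an effect of that day would enter these changes with opposite signs. The paper ranks the loss after MLE RNAi above that after MSL3 RNAi, while here the shares lost were 6.26 and 8.33%. The paper states that the fall of MSL1 was much stronger after MOF RNAi than after MLE or MSL3 RNAi. The target changes here were -0.62, -0.07 and -0.23 in the same order, but the test of the difference did not pass for either.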

Other observations

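The tests of distance from the nearest HAS were written before their results were seen, and the levels and autocorrelations by condition have no test.

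The reach of MSL1 and MSL2 binding along the X chromosome was described by condition, without a test of the differences. The autocorrelation on X fell below 0.5 at 12.5 kb for MSL1 in untreated cells, at 11 kb after GST RNAi, 10 kb after MLE RNAi and 9.5 kb after MSL3 RNAi, and at low FA at 11.5 kb after GST RNAi and 6 kb after MOF RNAi. For MSL2 it was 10 kb at high and 4.5 kb at low FA. Single arrays of untreated cells alone gave 10.5 to 13.5 kb, and noise of the arrays also lowers the autocorrelation. In untreated cells, target windows outside HAS had a mean log2 ratio of MSL1 of 2.03 within 5 kb of a HAS, 1.56 at 5 to 20 kb, 1.51 at 20 to 50 kb and 1.52 farther away. After MOF RNAi these means were 1.61, 0.93, 0.69 and 0.74, against 2.03, 1.52, 1.44 and 1.43 after GST RNAi at low FA.

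At the 752 autosomal MSL1 sites, MSL1 after GST RNAi was lower at low than at high FA, with a mean change of -0.27 and 23.3% of the sites higher (fry of limma, p = 0.0460; no exact test with 3 arrays against 2 can pass). Relative to other autosomal windows the difference was -0.22 (camera with its preset correlation, p = 7.58e-10; p = 0.125 with an estimated correlation). Limma called 0 sites at an adjusted p under 0.05 (8 higher and 101 lower at an unadjusted p under 0.05). The call was lost without GST RNAi replicate 1 (-0.34) or 2 (-0.21) at high FA and without replicate 2 (-0.16) or 3 (-0.26) at low FA, and also with autosomal centring (-0.21), with arrays scaled to unit SD (-0.35) and with only the 2 groups in the fit (-0.27). No day holds arrays of both levels, and all low FA arrays carry the IP in Cy5 against 1 of 2 at high FA. With the dye as a covariate the change was -0.30, and at sites called with it -0.12, where the call was lost.

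MSL1 binding far from HAS may depend more on the spreading factors than binding close to them. Over the 5991 target windows outside HAS, the change of MSL1 correlated negatively with the distance to the nearest HAS after MLE RNAi (Spearman rho = -0.239, 1-sided circular shift p = 0.0005, the smallest that 2000 shifts can give), MSL3 RNAi (rho = -0.158, p = 0.0015) and MOF RNAi (rho = -0.144, p = 0.0005), values that this hypothesis needs. With each array left out in turn, rho stayed between -0.201 and -0.183, between -0.136 and -0.114, and between -0.183 and -0.0974. With sites derived without the tested profile it was -0.330, -0.215 and -0.122. For MLE and MSL3 RNAi, those sites still rest on the other of these profiles, whose arrays share day and dye. The mean change was 0.20 within 5 kb and -0.16 beyond 50 kb after MLE RNAi, -0.03 and -0.28 after MSL3 RNAi, and -0.42 and -0.69 after MOF RNAi. The windows are not independent replicates, the study chose the HAS on these profiles, and the hypothesis was tested on the same arrays.

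For MSL2 at low against high FA the relation was positive (Spearman rho = 0.0959, 1-sided circular shift p = 1), which goes against a stronger dependence on crosslinking far from HAS, with a mean change of -0.73 within 5 kb and -0.50 beyond 50 kb. It lay between -0.0269 and 0.135 with each array left out in turn and was -0.0627 with the 22 sites derived without the low FA profile, so the sign is not stable and the hypothesis is left open. For MSL1 after GST RNAi at low against high FA, rho was -0.0240 (1-sided circular shift p = 0.168).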
